# Evaluating the antidiabetic effects of Chinese herbal medicine: Xiao-Ke-An in 3T3-L1 cells and KKAy mice using both conventional and holistic omics approaches

**DOI:** 10.1186/s12906-015-0785-2

**Published:** 2015-08-13

**Authors:** Zhenzhong Yang, Linli Wang, Feng Zhang, Zheng Li

**Keywords:** Type 2 diabetes mellitus, KKAy mice, 3T3-L1 cells, Xiao-Ke-An, TCM, Network pharmacology

## Abstract

**Background:**

Xiao-Ke-An (XKA) is a Chinese medicine widely used for treating type 2 diabetes mellitus (T2D). It is composed of eight herbal medicines traditionally used for T2D, including *Rehmannia glutinosa* Libosch, *Anemarrhena asphodeloides* Bunge, *Coptis chinensis* Franch, etc. The aim of the present study was to investigate the antidiabetic effects of XKA with both conventional and holistic omics approaches.

**Methods:**

The antidiabetic effect of XKA was first investigated in 3T3-L1 cells to study the effect of XKA on adipogenesis *in vitro*. Oil Red O staining was performed to determine the lipid accumulation. The intracellular total cholesterol (TC) and triglyceride (TG) contents in XKA treated 3T3-L1 cells were also evaluated. The therapeutic effects of XKA was further evaluated in KKAy mice with both conventional and holistic omics approaches. Body weight, fasting and non-fasting blood glucose, and oral glucose tolerance were measured during the experiment. At the time of sacrifice, serum was collected for the measurement of TG, TC, high-density lipoprotein cholesterol (HDL-c) and low-density lipoprotein cholesterol (LDL-c). The liver, kidney, spleen, pancreas, heart and adipose tissues were harvested and weighted. The liver was used for further microarray experiment. Omics approaches were adopted to evaluate the holistic rebalancing effect of XKA at molecular network level.

**Results:**

XKA significantly inhibited adipogenic differentiation, lowered the intracellular TC and TG contents in 3T3-L1 cells. XKA improved the glucose homeostasis and lipid metabolism, ameliorated insulin resistance in KKAy mice. Futhermore, XKA also exhibited effective therapeutic effects by reversing the molecualr T2D disease network from an unbalanced state.

**Conclusions:**

This study investigated the antidiabetic effects of XKA with both conventional and holistic omics approaches, providing both phenotypic evidence and underlying action mechanisms for the clinical use of XKA treating T2D.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12906-015-0785-2) contains supplementary material, which is available to authorized users.

## Background

Type 2 diabetes mellitus (T2D) is one of the fastest growing public health problems throughout the world affecting more than 366 million individuals globally [1]. Various antidiabetic medications are clinically available, including biguanides, thiazolidinediones, sulfonylureas, alpha-glucosidase inhibitors, incretin mimetics and enhancers, insulin [2]. These drugs treat T2D through different mechanisms such as reducing intestinal glucose absorption, lowering hepatic glucose output, enhancing pancreatic insulin secretion, improving insulin sensitivity and reversing peripheral glucose utilization [2]. Considering the complex mechanisms and pathophysiological abnormalities in T2D, it is extremely hard to reverse T2D disease state with monotherapies [3–5]. Thus combination therapy is becoming a promising alternative choice in clinical practice by designing drug combinations or compound drugs to interact with multiple targets and achieve synergistic treatment effects [6]. For example, traditional Chinese medicines (TCM) are attracting more attentions for their efficacy and less frequent side effects for treating T2D [7–10].

A number of antidiabetic efficacy indexes have been developed for T2D therapy, including body mass index (BMI), plasma glucose, total cholesterol (TC), triglyceride (TG), high-density lipoprotein cholesterol (HDL-c), insulin, glycated haemoglobin (HbA1c), etc [11]. However, most of these indexes only reflect a single aspect of the antidiabetic effects and could not reflect the comprehensive impacts caused by the compound drugs. A combination of markers might perform better than a single one [12]. Network pharmacology offers a molecular network view to understand the relationship between drugs and targets, providing a global perspective to investigate the drug efficacy [13]. Integrating network pharmacology analysis and ‘omics’ data enables the evaluation of the drug efficacy at the systems network level.

Xiao-Ke-An (XKA) is a traditional Chinese medicine for ‘Xiaoke’ symptom (the description of T2D in TCM), which was approved by the China Food and Drug Administration. In previous studies, XKA has been reported to alleviate hyperglycemia and hyperlipemia [14]. A more comprehensive evaluation of the pharmacological effects of XKA in T2D is needed for better understanding of its therapeutic effectiveness and action mechanisms. The 3T3-L1 cell is a well characterized cell line for investigating adipocyte differentiation and lipid accumulation, and KKAy mice is an excellent animal model of T2D, characterized by obesity, hyperglycaemia, dyslipidaemia, and insulin resistance. In this study, XKA was investigated for its therapeutic effects in 3T3-L1 cells and KKAy mice with both conventional and holistic omics approaches (Fig. 1).

**Fig. 1:**
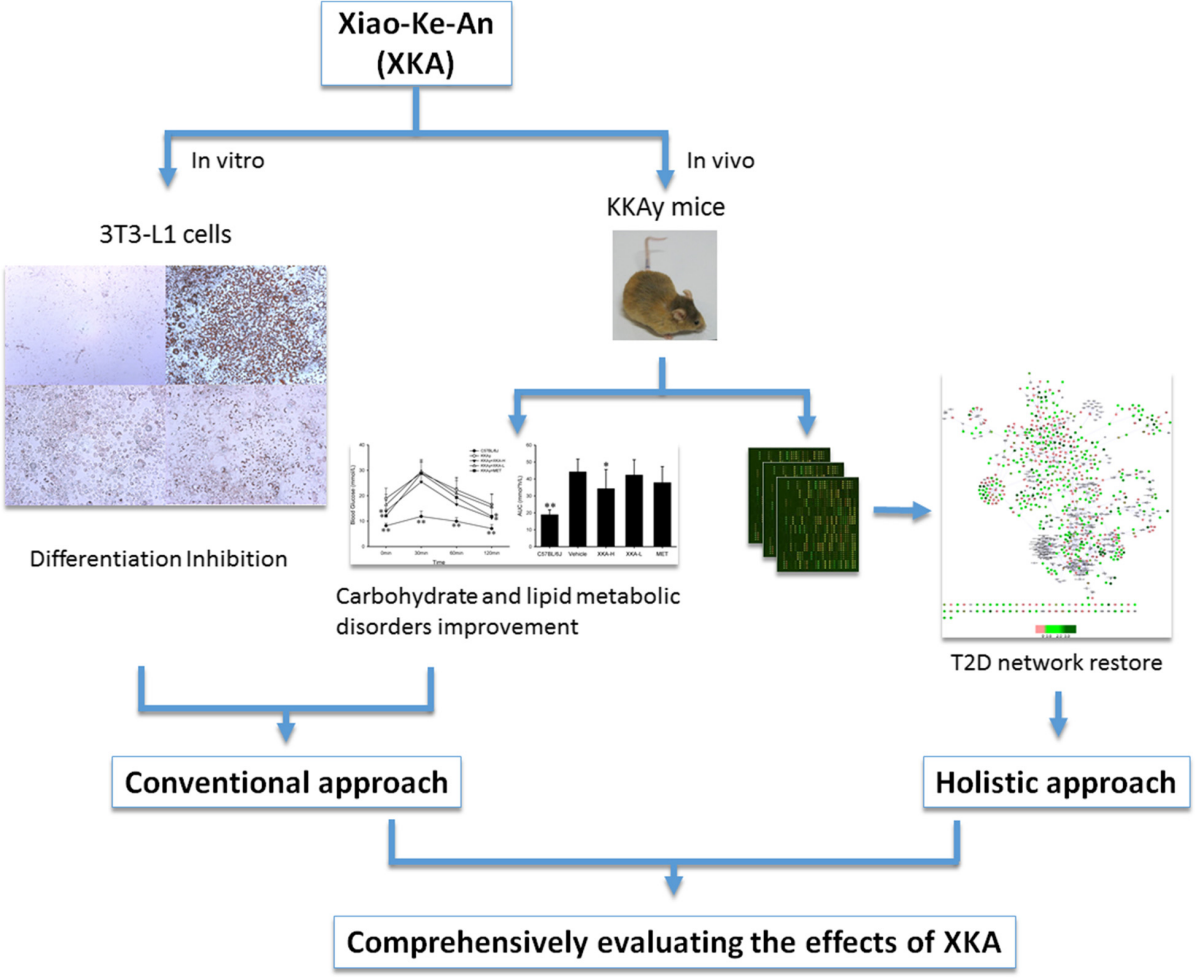
Framework of evaluating the antidiabetic effects of XKA with both conventional and holistic omics approaches

## Methods

### Materials and chemicals

XKA includes *Rehmanniae radix*, *Anemarrhenae rhizome*, *Coptidis rhizome*, *Lycii cortex*, *Lycii fructus*, *Polygonati odorati rhizome*, *Ginseng radix et rhizoma* and *Salviae miltiorrhizae radix et rhizome,* with a 6:5:2:4:2:3:2:3 weight ratio of the eight herbal compositions. XKA was manufactured by Jilin Tonghua Huaxia Pharmaceutical Co. Ltd. (Jilin, China). Briefly, the *Ginseng radix et rhizome* and half of the *Anemarrhenae rhizome* were crushed into powder. *Coptidis rhizome* was extracted with water. The remaining half of the *Anemarrhenae rhizome* and the five other herbs were extracted with water together. Both extracts were concentrated together to syrup. Finally the powder was mixed to the syrup and dried.

Metformin was purchased from Melone Biotechnology Co. Ltd. (Dalian, China). Dexamethasone, 3-isobutyl-1-methylxanthine, dimethyl sulfoxide (DMSO), insulin, Oil Red O and 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) were purchased from Sigma-Aldrich Co. (USA). Dulbecco's Modified Eagle Medium (DMEM), bovine serum, fetal bovine serum (FBS), penicillin and streptomycin were purchased from Gibco (USA). Triglycerides kit and total cholesterol kit were purchased from BHKT Clinical Reagent Co., Ltd. (Beijing, China). BCA protein assay kit was purchased from Beyotime Institute of Biotechnology (Jiangsu, China).

### Preparation of XKA extracts

XKA was extracted twice with 70 % ethanol/H_2_O (1:10, w/v) for 1 h each time, and then concentrated in vacuum to obtain the extracts of XKA. The extracts of XKA were dissolved in DMSO with the final DMSO concentration less than 0.1 % for this *in vitro* experiments, and the same vehicle was used in the control group.

### 3T3-L1 cell culture

3T3-L1 preadipocytes were obtained from the Cell Bank of Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China) and cultured in DMEM containing 10 % bovine serum and penicillin/streptomycin in a humidified atmosphere of 5 % CO_2_ at 37 °C.

### Cell viability assay

Cell viability was determined by MTT assay. The 3T3-L1 preadipocytes were seeded at 3 × 10^3^ cells/well in 96-well plates and incubated at 37 °C. After 2-day incubation, the cells were treated with different concentrations of XKA extracts or vehicle for 48 h. At the end, the medium was removed, and 100 μL of MTT solution (0.5 mg/mL) was added to the 3T3-L1 cells. After the wells were incubated for another 4 h at 37 °C, the medium was removed, and the synthesized formazan crystals were dissolved in 100 μL of DMSO. Finally, absorbance was measured at 580 nm using an infinite F200 microplate reader instrument (Tecan Group Ltd., Switzerland) (*n* = 3). Data was calculated as a percentage of MTT compared to control cells.

### 3T3-L1 cell differentiation and Oil Red O staining

The 3T3-L1 preadipocytes were induced to differentiate into adipocytes as described previously [15]. Briefly, the 3T3-L1 preadipocytes were seeded at 1 × 10^4^ cells/well in 48-well plates and proliferated to confluence. Adipogenesis was triggered with differentiation induction medium containing 0.5 mM 3-isobutyl-1-methylxanthine, 1.0 μM dexamethasone and 10 μg/mL insulin in DMEM with 10 % FBS. Three days later, cells were maintained in a differentiation maintenance medium containing 10 μg/mL insulin in DMEM with 10 % FBS for another 3 days. Next, the medium was replaced with DMEM containing 10 % FBS every 3 days. After 9–11 days’ incubation, more than 80 % cells were differentiated into adipocytes. Cells were treated with different concentrations of XKA extracts throughout the entire differentiation process. The 3T3-L1 adipocytes were fixed with 0.4 % paraformaldehyde (PFA) for 1 h. Then the cells were stained with Oil Red O solution for 0.5 h. The cells were washed with 70 % ethanol/H_2_O (v/v) twice. Appearance was recorded by an inverted fluorescence microscope Leica DMI 6000 B (Leica Microsystems, Wetzlar, Germany). Then, Oil Red O dye in lipid droplets was eluted into isopropanol. Finally, absorbance was measured at 492 nm using an infinite F200 microplate reader instrument (Tecan Group Ltd., Switzerland) (*n* = 3).

### TG and TC assay in 3T3-L1 cells

The process of differentiating 3T3-L1 preadipocytes into adipocytes were similar as mentioned previously. Briefly, the 3T3-L1 preadipocytes were seeded at 2 × 10^4^ cells/well in 24-well plates and proliferated to confluence, and the differentiation medium was replaced every 2 days. When more than 80 % cells were differentiated into adipocytes, cells were washed with phosphate buffer. The amount of intracellular triglyceride and total cholesterol was determined with the triglycerides kit and total cholesterol kit after cell fractured, respectively. TG and TC values were corrected by their protein content.

### Animals and treatment

Eight-week old male KKAy mice were obtained from Beijing HFK Bioscience Co., Ltd. (Beijing, China). Age and sex-matched non-diabetic C57BL/6J mice were obtained from Shanghai SLAC laboratory Animal Co., Ltd. (Shanghai, China).

Mice treated with XKA were based on our previous study [16], and more measurements and analysis were presented in this study. Briefly, all mice were housed in an environmentally controlled room at 22 ± 2 °C with a relative humidity of 55 ± 15 %, under a 12 h light/dark cycle. The KKAy mice were fed a high-fat diet as models of T2D [17], whereas C57BL/6J mice were fed normal chow diet as non-diabetic controls. All animals were allowed *ad libitum* access to solid food and water. They were used in experiments after 2 weeks of acclimation. All experimental procedures were approved by the Animal Ethic Review Committees of Zhejiang University.

Ten-week old KKAy mice were randomly divided into 4 groups according to fasting blood glucose values. Then, the KKAy mice were administered by oral gavage once daily with distilled water, XKA (1.5 g/kg), XKA (0.75 g/kg), or metformin (250 mg/kg), for a duration of 32 days. At the same time, the non-diabetic controls received distilled water.

During the experiment, body weight was monitored regularly. Blood glucose values were determined regularly for the non-fasting and fasting (after a 5 h fast) mice using the One-Touch Ultra blood glucose meter (Lifescan, CA, USA) by collecting blood from the tip of the tail vein. After 32 days of drug administration, blood samples were taken and mice were immediately sacrificed by cervical dislocation in the fed state. The liver, kidney, spleen, heart and adipose tissues were collected and weighted. The livers from non-diabetic controls, diabetic models and XKA (1.5 g/kg) treatment groups were stored in liquid nitrogen for further microarray experiment.

### Oral glucose tolerance test

After 30 days of treatment, an oral glucose tolerance test (OGTT) was performed. Briefly, after animals fasted for 5 h, glucose at a dose of 2.0 g/kg was then orally administered to the mice. The blood glucose levels were measured before and 30, 60, 120 min after glucose administration using a One-Touch Ultra blood glucose meter. The results of the OGTT were also expressed as area under the glycemia-versus-time curve (AUC). The AUC during the OGTT was calculated via the following equation:

1 $$ \mathrm{A}\mathrm{U}\mathrm{C}\ \left(\mathrm{mmol}*\mathrm{h}/\mathrm{L}\right) = 0.25 \times {\mathrm{BG}}_{0\  \min } + 0.5 \times {\mathrm{BG}}_{30\  \min } + 0.75 \times {\mathrm{BG}}_{60\  \min } + 0.5 \times {\mathrm{BG}}_{120\  \min }. $$

### Blood sample analysis

After 32 days of treatment, blood samples were obtained in the fasting state. Serum samples were separated from the blood and stored at -20 °C until measurement. Serum TG, TC, HDL-c and low-density lipoprotein cholesterol (LDL-c) measurements were carried out with a Hitachi 7600 Automatic Analyzer using appropriate kits. The atherogenic index [18] was calculated using the following equation:

2 $$ \mathrm{Atherogenic}\ \mathrm{index} = \left(\mathrm{T}\mathrm{C}\hbox{-} \mathrm{H}\mathrm{D}\mathrm{L}\hbox{-} \mathrm{c}\right)/\mathrm{H}\mathrm{D}\mathrm{L}\hbox{-} \mathrm{c} $$

### RNA extraction purification and quality assessment

The RNA extraction and quality evaluations were carried out as described before [16].

### Microarray experiment

Affymetrix mouse 430 2.0 chips were used. Whole genome microarray analysis was performed using Affymetrix products as described in our previous study [16]. Five mice per group were used for the microarray experiments. The dataset was deposited as CEL files to GEO and the access number is GSE62087.

### Microarray data analysis

Raw data were analyzed in ArrayTrack 3.5.0 [19], a java-based microarray analysis tool developed by the US FDA. Global scaling normalization was performed with Median Scaling Normalization using a target median value of 1000. Reverse rate (RR) [15] was used to evaluate the effect of XKA in reversing the changes of gene expression in diabetic models. It was calculated via the following equation:

3 $$ \mathrm{R}\mathrm{R} = \left({\mathrm{M}}_{\mathrm{i}}\hbox{-} {\mathrm{T}}_{\mathrm{i}}\right)/\left({\mathrm{M}}_{\mathrm{i}}\hbox{-} {\mathrm{N}}_{\mathrm{i}}\right) $$

In equation (3), N_i_, M_i_ and T_i_ refer to the average expressions of gene i in normal group, model group and XKA treatment group, respectively.

The network recovery index (NRI) [20] was used to quantitatively evaluate the network rebalance effect of drug treatment in the unbalanced molecular network of T2D. In our previous work, a T2D molecular network [21] was constructed, which was used for the NRI evaluation in this study. The process of NRI calculation was described previously [20]. Briefly, the regulating score (RS) and the ratio of recovery regulation (Rr) should be calculated first, and then NRI could be obtained.

Firstly, RS was calculated to evaluate the influence of T2D and XKA on each node in the network with equation (4).

4 $$ \mathrm{R}\mathrm{S}=\left\{\begin{array}{c}\hfill \frac{{\mathrm{E}}_{\mathrm{m}}\hbox{-} {\mathrm{E}}_{\mathrm{n}}}{{\mathrm{E}}_{\mathrm{n}}},\ \mathrm{f}\mathrm{o}\mathrm{r}\ \mathrm{diabetic}\ \mathrm{model}\hfill \\ {}\hfill \frac{{\mathrm{E}}_{\mathrm{t}}\hbox{-} {\mathrm{E}}_{\mathrm{n}}}{{\mathrm{E}}_{\mathrm{n}}},\ \mathrm{f}\mathrm{o}\mathrm{r}\ \mathrm{treatment}\kern2em \hfill \end{array}\right. $$

In equation (4), E_m_, E_t_ and E_n_ refer to the expression value of the diabetic model group, the drug treatment group and the normal group, respectively. In this study, nodes with RS (diabetic model) > 0.5 were considered as upregulated nodes, while RS (diabetic model) <−0.33 were defined as downregulated ones.

Rr was calculated as the ratio of nodes with recovery regulation by equation (5).

5 $$ \mathrm{R}\mathrm{r}={\displaystyle {\sum}_{\mathrm{i}\in \mathrm{M}}\frac{{\mathrm{R}}_{\mathrm{i}}}{\mathrm{M}}},\ \mathrm{where}\ {\mathrm{R}}_{\mathrm{i}}=\left\{\begin{array}{c}\hfill 1,\ \frac{{\mathrm{R}\mathrm{S}}_{\mathrm{i},\mathrm{m}}\hbox{-} {\mathrm{R}\mathrm{S}}_{\mathrm{i},\mathrm{t}}}{{\mathrm{R}\mathrm{S}}_{\mathrm{i},\mathrm{m}}}>0\hfill \\ {}\hfill 0,\ \frac{{\mathrm{R}\mathrm{S}}_{\mathrm{i},\mathrm{m}}\hbox{-} {\mathrm{R}\mathrm{S}}_{\mathrm{i},\mathrm{t}}}{{\mathrm{R}\mathrm{S}}_{\mathrm{i},\mathrm{m}}}\le \kern0.3em 0\hfill \end{array}\right. $$

In equation (5), RS_i,m_, RS_i,t_ refer to the RS value of node i in diabetic model group and drug treatment group, respectively.

NRI was calculated as average Rr score of up-, down-regulated nodes and all the nodes in the T2D network by equation (6).

6 $$ \mathrm{N}\mathrm{R}\mathrm{I}=\mathrm{mean}\left(\mathrm{Rrup},\ \mathrm{R}\mathrm{rdown},\ \mathrm{R}\mathrm{rtotal}\right) $$

In equation (6), Rr_up_, Rr_down_ and Rr_total_ refer to the Rr score of upregulated nodes, downregulated nodes and all nodes, respectively.

### Real-time quantitative RT-PCR

The microarray data was validated by real-time quantitative RT-PCR. Total RNA (1 μg) was used for cDNA synthesis, using QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacturer’s instructions.

PCR reactions were carried out using QuantiFast SYBR Green PCR Kit (Qiagen) according to the manufacturer’s protocol in an Eppendorf realplex system (Hamburg, Germany). Primer sequences are listed in Additional file 1. Thermal cycling conditions were as follows: 95 °C for 5 min followed by 40 cycles at 95 °C for 10 s and 60 °C for 30 s. The relative expression level for each gene was normalized to that of β-actin and reported as mean relative changes (± SD) compared with normal controls.

### Statistical analysis

Data are expressed as mean ± SD. Significance analysis was performed using one-way analysis of variance (ANOVA) with Dunnett's post-hoc test for multiple comparison analysis, and *p* < 0.05 was regarded as statistically significant.

## Results

### Inhibition of 3T3-L1 cells differentiation by XKA

To determine the effects of XKA on 3T3-L1 cells differentiation, confluent 3T3-L1 cells were treated with different concentrations of XKA extracts. The anti-adipogenic effect of XKA was investigated at concentrations with no effect on cell viability according to MTT assay (Fig. 2). Following various treatments, Oil Red O was used to stain the differentiated 3T3-L1 cells in 24-well plates (Fig. 3). Microscopic observation of cells with Oil Red O staining indicated that XKA reduced lipid accumulation in a dose-dependent manner. This result was confirmed by quantitative data derived from spectrophotometric measure of Oil Red O-stained lipid droplets eluted by isopropanol, which demonstrated that XKA effectively inhibited adipocyte differentiation compared to control at concentrations of 500 and 250 μg/mL (*p* < 0.01, Fig. 3).

**Fig. 2:**
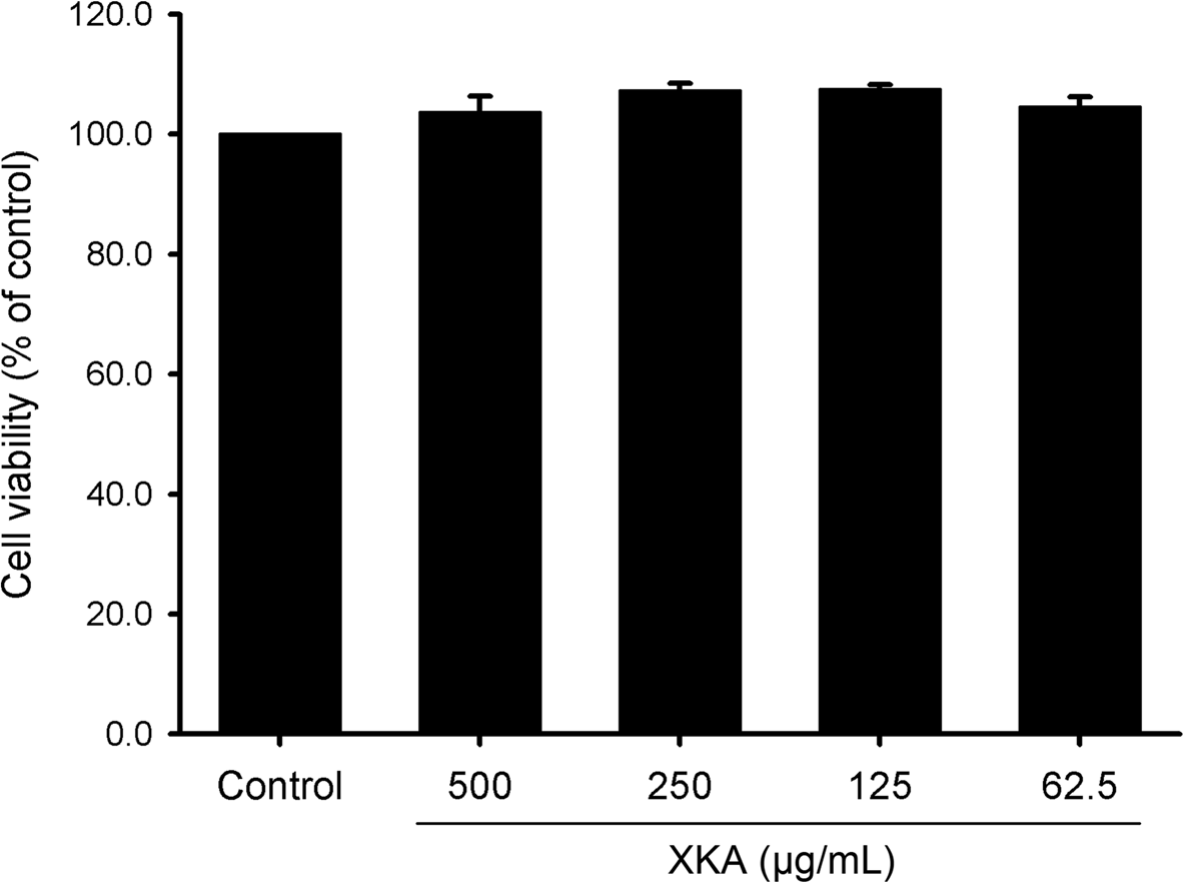
Effect of XKA on cell viability of 3T3-L1 preadipocytes. All values are represented as means ± SD (*n* = 3)

**Fig. 3:**
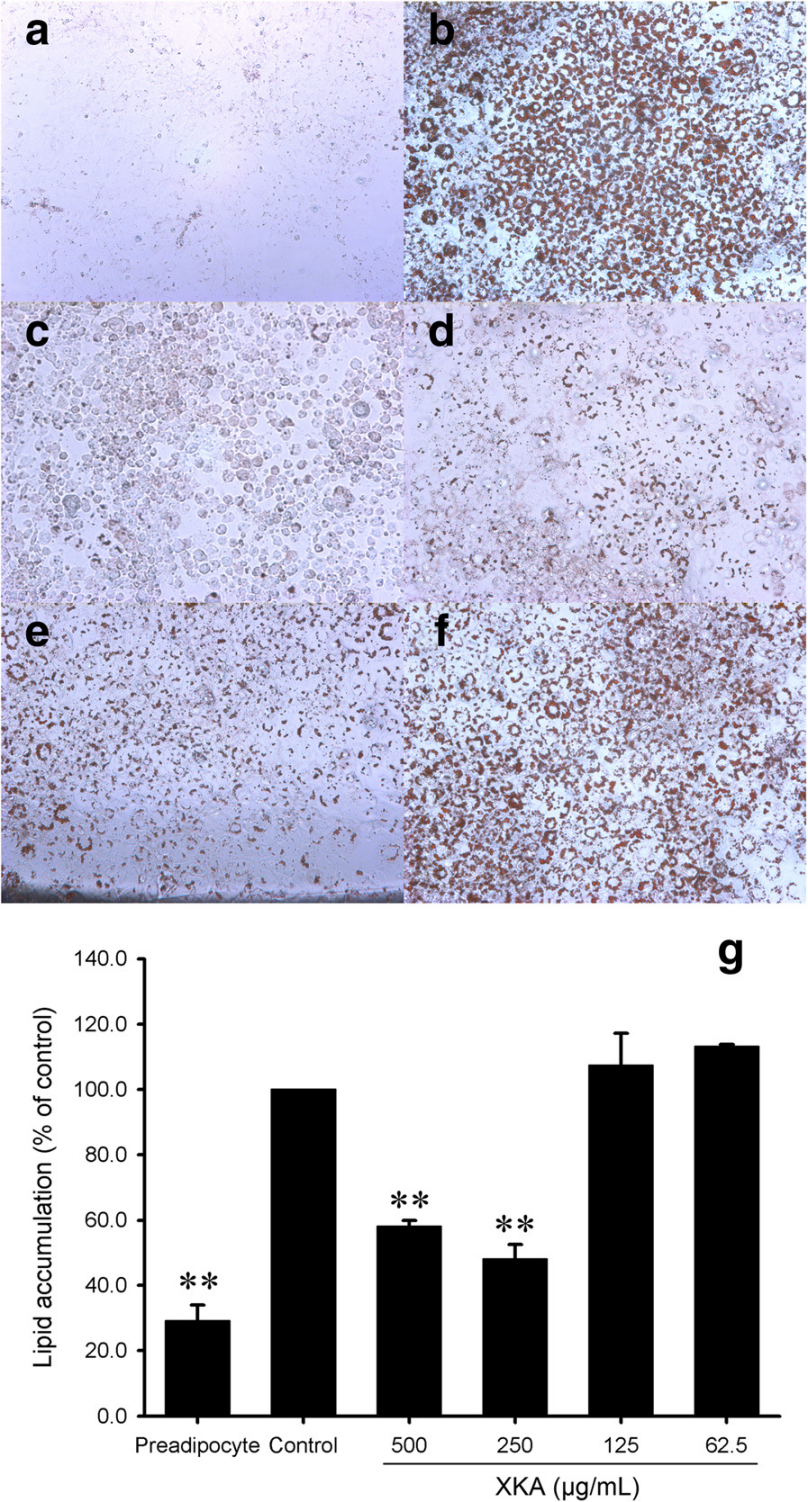
Effect of XKA on adipocyte differentiation. Representative pictures of preadipocyte (**a**) and differentiation induced cells with Oil Red O staining at XKA concentrations of 0 (**b**), 500 (**c**), 250 (**d**), 125 (**e**) and 62.5 (**f**) μg/mL (Original magnification 100 ×). Oil Red O dye in lipid droplets was eluted into isopropanol to determine the accumulation of lipid (**g**). All values are represented as means ± SD (*n* = 3). *p < 0.05 vs. control group, **p < 0.01 vs. control group

Compared to control, the intracellular TC and TG contents of XKA treated 3T3-L1 cells were lowered by 41.3 % (*p* < 0.01) and 25.0 % (*p* < 0.05), respectively (Fig. 4). Therefore, XKA treatment led to an inhibition of 3T3-L1 adipocyte differentiation.

**Fig. 4:**
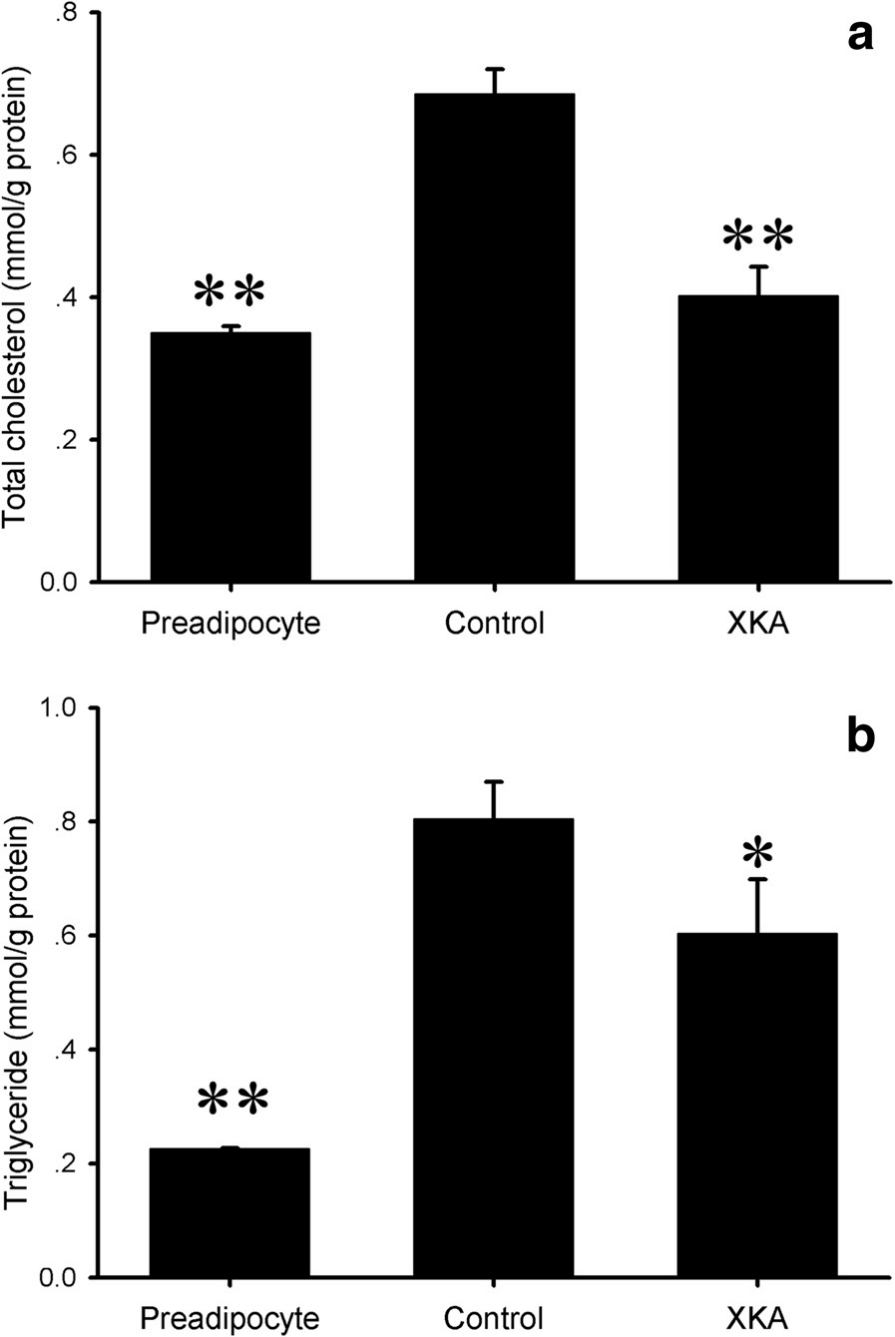
Effect of XKA on TG and TC accumulation in 3T3-L1 cells. The concentrations of XKA were both 500 μg/mL in (**a**) and (**b**). All values are means ± SD (*n* = 3). *p < 0.05 vs. control group, **p < 0.01 vs. control group

### Effect of XKA on blood glucose levels in KKAy mice

To evaluate the effect of XKA on blood glucose levels, the KKAy mice were treated with 0.75 g/kg XKA, 1.5 g/kg XKA, 250 mg/kg metformin or distilled water for 32 days. Blood glucose values of the diabetic model group were significantly higher than those of the C57BL/6J mice. The blood glucose attenuation effect of XKA was dose-dependent. At the 4th week treatment with 1.5 g/kg XKA, the fasting and non-fasting blood glucose levels of the KKAy mice decreased by 26.4 % (*p* < 0.01) and 16.8 %, respectively (Fig. 5). In diabetic KKAy mice, XKA at a dose of 1.5 g/kg showed similar treatment effects to that of metformin.

**Fig. 5:**
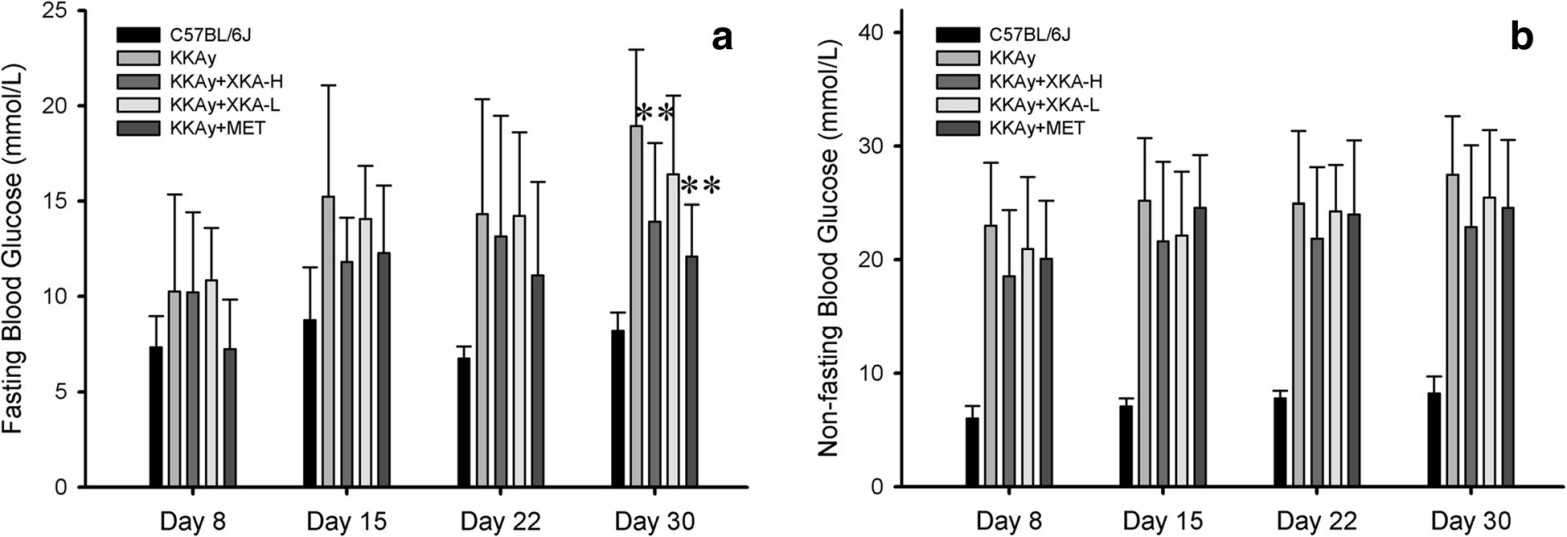
*In vivo* glucose levels down-regulation effect of XKA in KKAy mice. Fasting (**a**) and non-fasting (**b**) blood glucose was determined at indicated time. All values are means ± SD (*n* = 10–11). *p < 0.05 vs. KKAy mice, **p < 0.01 vs. KKAy mice

### Effect of XKA on oral glucose tolerance in KKAy mice

In the present study, oral glucose tolerance tests were performed in the mice after 30 days of treatment to determine the whole-body insulin sensitivity. Compared with the non-diabetic controls, the diabetic model group exhibited a stronger hyperglycemic response to oral glucose administration. Significant differences in blood glucose levels over time were observed for XKA (1.5 g/kg) and metformin 120 min post glucose challenge, compared with vehicle-treated KKAy mice (Fig. 6). Moreover, the AUC in the XKA (1.5 g/kg) treated group decreased significantly compared to the vehicle-treated group. In addition, XKA improved the oral glucose tolerance in a dose-dependent manner.

**Fig. 6:**
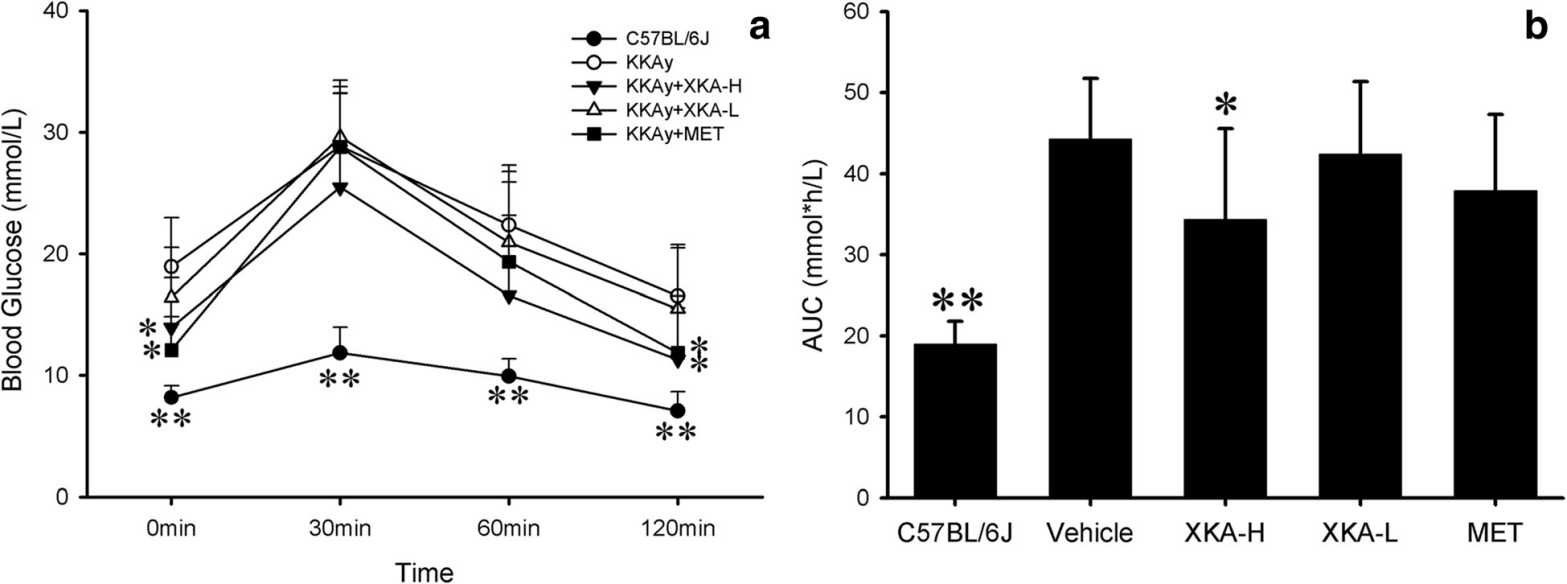
Effects of XKA on oral glucose tolerance test (OGTT). OGTT was carried out at day 30 (**a**), and the AUC of OGTT was calculated (**b**). All values are means ± SD (*n* = 10–11). *p < 0.05 vs. KKAy mice, **p < 0.01 vs. KKAy mice

### Effect of XKA on dyslipidemia in KKAy mice

To evaluate the effects of XKA on dyslipidemia, the levels of TG, TC, HDL-c and LDL-c in KKAy mice were determined, as shown in Table 1. Compared to diabetic model group, the serum lipid profile was improved to some extent by XKA treatment in KKAy mice. XKA (1.5 g/kg) and XKA (0.75 g/kg) could decrease serum TG level by 30.3 % and 18.7 %, respectively. The level of serum HDL-c was elevated by XKA (1.5 g/kg) by 24.5 %. TC-HDL-c ratio is an independent predictors of coronary heart disease (CHD) events [22]. In XKA (1.5 g/kg and 0.75 g/kg) treatment groups, TC-HDL-c ratio of KKAy mice was significantly lowered by 12.0 % and 9.2 %, respectively. The atherogenic index, as a risk factor for coronary artery disease, was significantly decreased by both doses of XKA.

**Table 1:** Effect of XKA on serum lipid profile in diabetic KKAy mice

	C57BL/6J	KKAy	KKAy + XKA-H	KKAy + XKA-L	KKAy + MET
TG (mmol/L)	1.29 ± 0.17	2.03 ± 0.85^#^	1.41 ± 0.59^*^	1.65 ± 0.33	1.64 ± 0.56
TC (mmol/L)	2.33 ± 0.21	4.61 ± 1.01^##^	4.92 ± 1.65	4.44 ± 0.83	4.85 ± 0.97
HDL-c (mmol/L)	1.42 ± 0.16	2.75 ± 0.60^##^	3.42 ± 1.42	2.94 ± 0.70	3.21 ± 0.75
LDL-c (mmol/L)	0.408 ± 0.075	0.565 ± 0.121^#^	0.617 ± 0.169	0.513 ± 0.111	0.565 ± 0.087
TC/HDL-c	1.64 ± 0.07	1.68 ± 0.13	1.48 ± 0.17^**^	1.53 ± 0.14^*^	1.53 ± 0.15^*^
Atherogenic index	0.639 ± 0.066	0.685 ± 0.127	0.483 ± 0.167^**^	0.530 ± 0.145^*^	0.533 ± 0.146^*^

All values are means ± SD (*n* = 10–11)

^#^ *p* < 0.05 vs. C57BL/6J mice

^##^ *p* < 0.01 vs. C57BL/6J mice

*p < 0.05 vs. KKAy mice

**p < 0.01 vs. KKAy mice

### Effect of XKA on body weight in KKAy mice

The effects of XKA on body weight changes were observed in KKAy mice during the treatment period. As shown in Fig. 7, the body weight of all mice increased continuously during the first three weeks, and it became stabilized in the fourth week.

**Fig. 7:**
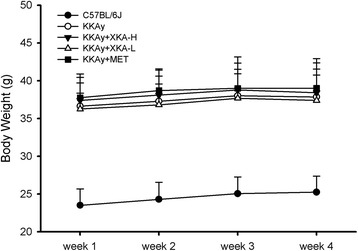
Effects of XKA on body weight in KKAy mice. All values are means ± SD (*n* = 10–11)

The body weight gain of diabetic model group was not statistically different from that of the groups treated with XKA or metformin. The body weight of C57BL/6J was significantly lower than that of the diabetic ones.

### Effect of XKA on tissue weight in KKAy mice

The liver/body weight ratio and spleen/body weight ratio of the diabetic model was much greater than that of the lean mice. However, the relative liver and spleen weight decreased after the XKA treatment (Table 2). Especially, the relative spleen weight of the XKA-L (0.75 g/kg) treatment group showed statistical significance (*p* < 0.05), while the metformin treatment group showed a similar effect as XKA-L. The relative epidydimal fat and heart weight between the diabetic model and the treatment group didn’t exhibit statistical significant difference.

**Table 2:** Effect of XKA on tissue weight in diabetic KKAy mice

	C57BL/6J	KKAy	KKAy + XKA-H	KKAy + XKA-L	KKAy + MET
Liver (g)	1.03 ± 0.12	2.11 ± 0.35^##^	1.95 ± 0.62	1.82 ± 0.46	1.91 ± 0.30
Relative liver weight	0.042 ± 0.002	0.058 ± 0.007^##^	0.051 ± 0.011	0.049 ± 0.010	0.051 ± 0.007
Epidydimal fat pad (g)	0.23 ± 0.05	1.10 ± 0.23^##^	1.23 ± 0.22	1.29 ± 0.30	1.28 ± 0.38
Relative epidydimal fat weight	0.010 ± 0.002	0.030 ± 0.006^##^	0.033 ± 0.005	0.035 ± 0.008	0.034 ± 0.010
Perirenal fat (g)	0.05 ± 0.02	0.49 ± 0.14^##^	0.57 ± 0.19	0.58 ± 0.13	0.56 ± 0.16
Relative perirenal fat weight	0.002 ± 0.001	0.014 ± 0.004^##^	0.015 ± 0.004	0.016 ± 0.004	0.015 ± 0.004
Spleen (g)	0.07 ± 0.01	0.12 ± 0.04^##^	0.10 ± 0.02	0.10 ± 0.03	0.10 ± 0.01
Relative spleen weight	0.0027 ± 0.0004	0.0033 ± 0.0007^#^	0.0028 ± 0.0004	0.0026 ± 0.0007^*^	0.0026 ± 0.0003^*^
Kidney (g)	0.33 ± 0.04	0.47 ± 0.08^##^	0.44 ± 0.07	0.42 ± 0.04	0.42 ± 0.04
Relative kidney weight	0.014 ± 0.001	0.013 ± 0.001	0.012 ± 0.001	0.012 ± 0.001^*^	0.011 ± 0.001^**^
Heart (g)	0.13 ± 0.02	0.15 ± 0.03	0.15 ± 0.02	0.14 ± 0.01	0.15 ± 0.02
Relative heart weight	0.005 ± 0.001	0.004 ± 0.001^##^	0.004 ± 0.001	0.004 ± 0.000	0.004 ± 0.001

All values are means ± SD (*n* = 10–11)

^#^ *p* < 0.05 vs. C57BL/6J mice

^##^ *p* < 0.01 vs. C57BL/6J mice

*p < 0.05 vs. KKAy mice

**p < 0.01 vs. KKAy mice

### T2D disease network recovery effects of XKA

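Liver RNA was measured on Affymetrix whole genome arrays in 15 mice, 5 in each of 3 groups. The normal group was C57BL/6J mice, the model group was KKAy mice, a strain that carries the lethal yellow allele of agouti, and the treated group was KKAy mice given XKA at 1.5 g/kg for 32 days (XKA-H). KKAy mice were fed a high-fat diet and came from another supplier than the chow-fed C57BL/6J mice, so strain, diet and supplier differed together. The methods name the fed state for the sacrifice and the fasting state for the blood taken just before it, so the feeding state of the livers is not settled. The authors deposited probe-set intensities on a linear scale with 1 column per array. How probes were summarised into these intensities is not given in the sources used here. Array medians of the deposited intensities were 127 to 162 (middle value 139) in the KKAy model group, 136 to 161 (138) in the XKA-H group and 146 to 182 (160) in the C57BL/6J group. Each array was therefore scaled to the median of 1000 named in the methods, and the scaled signals were taken to log2 for testing. Each of 18193 genes was represented by its probe set with the highest mean over the 15 arrays. Groups were compared with limma on all 15 arrays, two-sided, with Benjamini-Hochberg adjusted p. After scaling, the median log2 change of all genes between the KKAy model and C57BL/6J groups was 0.15, against -0.04 in the values as deposited and 0.04 after quantile normalization. Between the XKA-H and KKAy model groups it was -0.06. RR, RS, Rr and NRI followed the equations of the methods on the mean scaled signals of each group. Where a list has no down-regulated node, its NRI is the mean of the other 2 terms. They were computed over all genes and over the union of 18 lists, 613 measured genes, written from textbook knowledge of the pathways that the paper names and of the target genes of PPARA and PPARG. Their level under exchanged labels came from all assignments of the 10 KKAy arrays to the model and XKA-H groups, with the C57BL/6J arrays fixed (exact permutation test, one-sided).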

The RR values were mapped to the nodes in the T2D network constructed previously [21], as shown in Fig. 8. The network was visualized by Cytoscape [23]. The color of the nodes in the network presented the reverse rate of the nodes with the treatment of XKA. Therefore, the holistic reversal effect of XKA was displayed intuitively in the T2D network.

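Elovl3, a fatty acid elongase, fell from a scaled signal of 170194 ± 25363 in the KKAy model group to 61191 ± 19247 in the XKA-H group (mean ± SD, n = 5), a log2 change of -1.52 (standard error 0.19, adjusted p = 0.00151 from limma). Insig2, which restrains the processing of SREBP, changed by -1.30 on the log2 scale (standard error 0.19, adjusted p = 0.00484), and Lpl, lipoprotein lipase, by -1.54 (standard error 0.29, adjusted p = 0.0298). Pabpn1, a poly(A)-binding protein, rose by 1.30 (standard error 0.16, adjusted p = 0.00151). Nmrk1, a kinase of NAD synthesis, rose by 1.42 (standard error 0.21, adjusted p = 0.00484), and Ampd2, an AMP deaminase, by 1.00 (standard error 0.17, adjusted p = 0.0130). Clpx, the regulatory subunit of a mitochondrial protease, changed by -1.27 (standard error 0.23, adjusted p = 0.0271). Of 18193 genes, 12 rose and 20 fell in XKA-H-treated mice relative to the KKAy model, and 1561 had an unadjusted p under 0.05. The RR of Elovl3 was 1.59 and that of Insig2 was 2.14, where an RR of 1 is a full return to the C57BL/6J level and a value below 0 is a move away from it. Insig2 did not pass between the KKAy model and C57BL/6J groups (log2 change 0.52, adjusted p = 0.0829 from limma), so its RR is relative to a difference that was not called. Gstp3, a glutathione transferase, had an RR of 0.0982, and of 0.0482 to 0.150 when 1 array was left out. The RR of Asns, asparagine synthetase, ran from -0.218 to 0.390 in this way and that of Thrsp, a regulator of lipogenesis, from -0.678 to 0.0168, so their direction is not settled. Over all genes, 31.0% had an RR below 0, 25.8% lay from 0 to 0.5, 32.5% from 0.5 to 2 and 10.7% over 2. The count of 32 genes became 63 in the values as deposited, 113 after quantile normalization and 6 with the mean of each gene's probe sets, and Dunnett comparisons gave 944 unadjusted and 0 adjusted. With the mean of the probe sets Lpl, Pabpn1, Nmrk1, Ampd2 and Clpx no longer passed. All 32 genes also passed under both other scalings, and leaving out 1 array at a time gave from 11 genes, without XKA-H replicate 3, to 61, without XKA-H replicate 1.

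**Figure D1:**
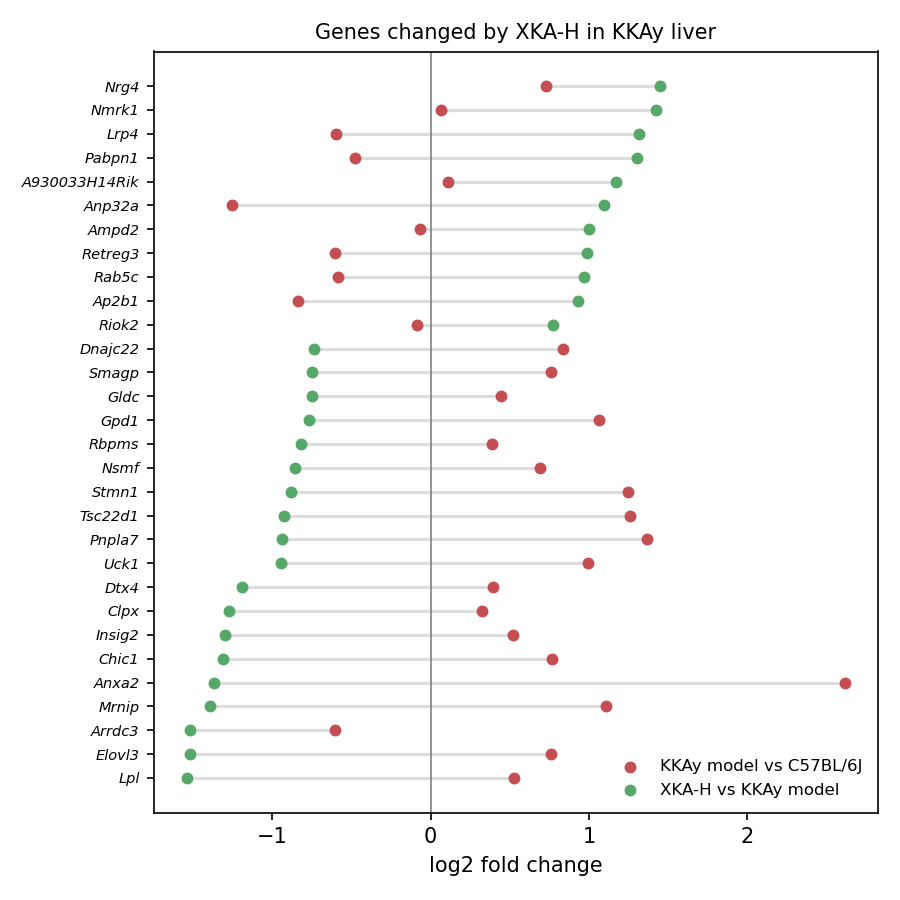
Log2 change of 30 of the 32 genes that passed an adjusted p under 0.05 between the XKA-H and KKAy model groups (n = 5 arrays each), with the change of the same genes between the KKAy model and C57BL/6J groups. The other 2 genes have a group mean below the array median and are not drawn. The 2 comparisons share the KKAy model arrays.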

**Fig. 8:**
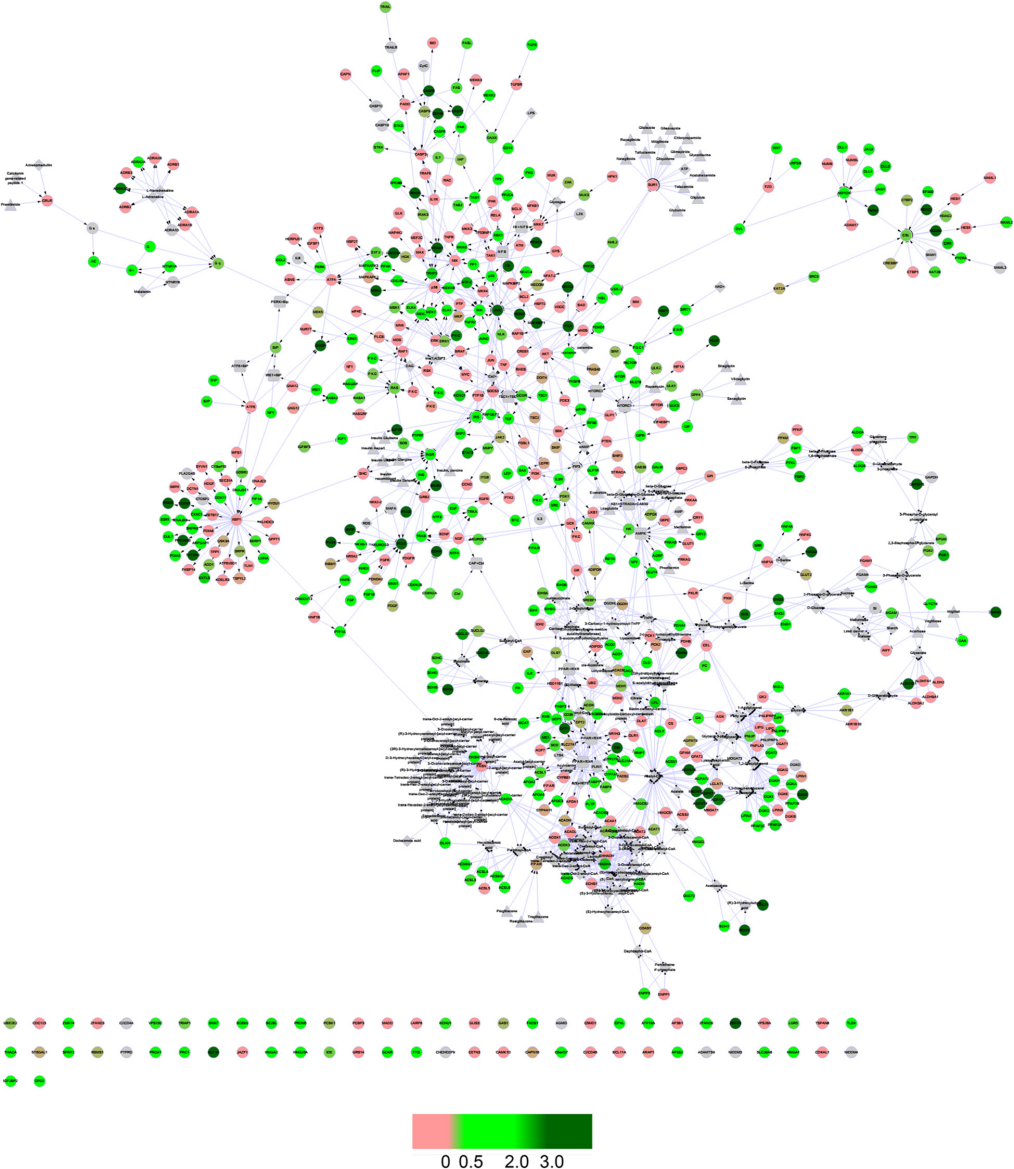
T2D network with reverse rate of XKA. This figure illustrates the reverse rate values of the nodes in the network, and the holistic reversal effect of XKA could be seen intuitively in the T2D network. The color of the nodes in the network presented the reverse rate of the nodes with the treatment of XKA. The network was visualized by Cytoscape

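Genes of cholesterol synthesis were lower in KKAy model liver than in C57BL/6J liver, and genes of lipid droplets, lipoproteins and the acute phase response were higher as lists by camera at the preset correlation. The last 3 calls were lost with an estimated correlation. Of 20 measured genes of cholesterol synthesis, 14 fell and none rose at an adjusted p under 0.05 from limma (15 fell when adjusted over the list alone). The camera test of this list gave an adjusted p of 1.3e-26, and the adjusted p = 0.0187 with an estimated correlation. Sqle, squalene epoxidase, was lower (adjusted p = 1.93e-07). Idi1, an isomerase of the same pathway, changed by -3.72 on the log2 scale (standard error 0.26), with C57BL/6J replicate 1 above the other normal arrays, and Cyp51, lanosterol demethylase, by -3.03 (standard error 0.19). Of 22 PPARG target and lipid droplet genes, 12 rose and 1 fell (13 and 1 adjusted over the list alone; camera adjusted p = 1.04e-07, adjusted p = 0.187 with an estimated correlation). Of 12 adipocyte markers 3 rose, Cidea, Cidec and Fabp4 (the last turned with the mean of its probe sets), which are also in the PPARG list, and the adipocyte list was not shifted by camera (adjusted p = 0.598), though it passed by fry (adjusted p = 0.0150). Adipose tissue in the samples was thus not separated from lipid droplet genes within hepatocytes. Mogat1, a monoacylglycerol acyltransferase, was among the genes of the PPARG list that rose. Plin4, a lipid droplet coat protein, rose by 3.26 (standard error 0.39) and Apoa4 by 3.10 (standard error 0.15). Of 24 genes of lipoproteins and cholesterol efflux, 10 rose and none fell (11 rose adjusted over the list alone; camera adjusted p = 2.69e-05, adjusted p = 0.928 with an estimated correlation). Of 29 acute phase genes, 14 rose and 1 fell (17 and 1 adjusted over the list alone; camera adjusted p = 6.54e-07, adjusted p = 0.928 with an estimated correlation). Saa2, a serum amyloid A gene, rose by 3.77 (standard error 0.74) and Mt2, a metallothionein, by 3.32 (standard error 0.39). In KKAy model replicate 3 the acute phase list lay 1.01 on the log2 scale above the other arrays of its group, and in XKA-H replicate 1 it lay 1.21 above, while the other 8 KKAy arrays lay between -0.87 and 0.33. Apcs, serum amyloid P, rose by 2.35 (standard error 0.33) and Lcn2, lipocalin 2, also rose, both with their highest signal in KKAy model replicate 3. No size is given for Lcn2, since it depends on that array.
Cyp4a14, a fatty acid hydroxylase and target of PPARA, changed by -5.91 (standard error 0.66), and Itih1, a plasma protein of hepatocytes, by -6.39 (standard error 0.62). Akr1c18, a hydroxysteroid dehydrogenase, rose to a scaled signal of 67103 ± 20670 (mean ± SD, n = 5) from 402 ± 386. That C57BL/6J signal lies below the array median of 1000 and was not tested against background, so no size is given for the rise. The C57BL/6J mean of Mogat1 and the KKAy model mean of Sqle also lay below the array median, so no size is given for them either. The agouti gene, which the yellow allele expresses in all tissues, rose by 3.23 (standard error 0.16). Raly, which that allele deletes, changed by -1.21 (standard error 0.20) and its neighbour Eif2s2 by -0.73 (standard error 0.12). Nnt, of which C57BL/6J mice carry a partial deletion, rose by 1.49 (standard error 0.14). In all, 1906 genes were higher and 430 lower in the KKAy model, against 1118 and 1017 in the values as deposited. At an RS above 0.5 or below -0.33, 3302 of 18193 genes were up-regulated nodes and 1666 were down-regulated nodes. Over the union of the pathway lists, 103 of 613 genes were up-regulated nodes and 35 were down-regulated nodes. These counts belong to the scaling to 1 median, and the balance between them may depend on it. The median log2 change of all genes was 0.15 at this scaling and -0.04 as deposited.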

As shown in Table 3, the number of up- and down-regulated nodes by T2D was 71 and 91 in the T2D network. In total, 93.0 % (66/71) of up-regulated genes and 80.2 % (73/91) of down-regulated genes were recovered, while the 68.0 % (568/835) of all genes in the T2D network were recovered. 

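Anxa2, a phospholipid-binding protein and PPARG target, had a scaled signal of 5709 ± 1479 in the C57BL/6J group, 36270 ± 14959 in the KKAy model group and 13451 ± 3009 in the XKA-H group (mean ± SD, n = 5), an RR of 0.747. It was lower with XKA-H by limma (adjusted p = 0.0183), though the mean of its probe sets gave a log2 change of 0.04. Akr1c18 had an RR of 0.479 and Mogat1 of 0.416, and neither passed the test between the XKA-H and KKAy model groups (adjusted p = 0.656 and 0.777). Among down-regulated nodes, the RR was 0.0736 for Itih1, whose XKA-H mean rests on replicate 5, and 0.0437 for Cyp4a14, whose XKA-H mean rests on replicate 3. Cyp51 had an RR of 0.0531, Sqle of 0.0221 and Idi1 of 0.00868, the last 2 from 0.0118 to 0.0318 and from 0.00308 to 0.0196 when 1 array was left out. All of these count as recovered nodes, since their RR lies above 0. Over all genes, 2729 of 3302 up-regulated nodes, 1296 of 1666 down-regulated nodes and 12553 of 18193 genes were recovered, giving an Rr of 0.826, 0.778 and 0.690. In the union of the pathway lists, 86 of 103 up-regulated nodes, 26 of 35 down-regulated nodes and 430 of 613 genes were recovered, giving an Rr of 0.835, 0.743 and 0.701. With the KKAy labels exchanged, the median over all genes was 0.673 for up-regulated nodes, 0.754 for down-regulated nodes and 0.608 for all genes, with exact permutation p = 0.0357, 0.222 and 0.107 for the real labels (one-sided). In the union the exact permutation p was 0.0873, 0.413 and 0.135. The Rr of up-regulated nodes over all genes no longer passed in 6 of 15 runs that left out 1 array, in the values as deposited (permutation p = 0.0556) or without dim genes (permutation p = 0.0754). The call was also lost when nodes had to pass the adjusted p as well.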

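Strongly deviated genes differed widely in their RR. Lpin1, a phosphatidate phosphatase that was lower in the KKAy model (log2 change -2.31, standard error 0.32), had an RR close to 0, from -0.0230 without XKA-H replicate 5 to 0.0922 without KKAy model replicate 1. Srebf1, which encodes the lipogenic factor SREBP1 and rose by 1.99 (standard error 0.24), had an RR of 0.269, and of 0.153 without XKA-H replicate 5. Gpd1, a cytosolic glycerol-3-phosphate dehydrogenase that rose by 1.06 (standard error 0.14), had an RR of 0.783 and was lower with XKA-H (log2 change -0.76, standard error 0.14, adjusted p = 0.0298 from limma), a call that ended without KKAy model replicate 3 and XKA-H replicate 1 or with the mean of its probe sets. Clpx, which lay closer to the C57BL/6J level, had an RR of 3.55, and of 2.10 to 9.25 when 1 array was left out. The RR of Ampd2 and of Nmrk1 changed sign in such runs, since the divisor of RR is small for such genes. Over all genes the Rr of up- and down-regulated nodes exceeded that of all genes by at least 0.0879. Both were also higher in 99.2% of the assignments of the KKAy labels, and 45 assignments gave an excess as large (exact permutation test, one-sided, p = 0.179). In the union of the pathway lists the smaller excess was 0.0414. Both were higher in 46.0% of the assignments, and 78 assignments gave one as large (exact permutation test, one-sided, p = 0.310).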

The Rr scores of up- and down-regulated nodes showed higher degree of recovery regulation, which indicated that XKA exhibited more beneficial effects on the significantly perturbed nodes in T2D. As mentioned above, Rr_up_, Rr_down_ and Rr_total_ were 0.930, 0.802 and 0.680, respectively. Therefore, the NRI of XKA was 0.804 according to equation (6). 

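Acox2, a peroxisomal oxidase of bile acid and branched-chain fatty acid metabolism, had an RR of 0.428, and Me1, malic enzyme, of 0.361 (0.230 without XKA-H replicate 1). Gpat3, a glycerol-3-phosphate acyltransferase, had an RR of 0.165 that fell to -0.0538 without KKAy model replicate 3. Col3a1, a collagen gene, had an RR of 1.07, with a signal of 9379 ± 3929 in the C57BL/6J group, 17064 ± 4822 in the KKAy model and 8838 ± 2719 in the XKA-H group (mean ± SD, n = 5). The RR of Saa2 was 0.332, but 0.0866 without KKAy model replicate 3 and 0.576 without XKA-H replicate 1, and that of Mt2 was 0.127, but -0.123 and 0.313 in these 2 runs. None of these 6 genes passed the limma test between the XKA-H and KKAy model groups. The NRI was 0.765 over all genes and 0.760 over the union of the pathway lists. With the KKAy labels exchanged, the median NRI was 0.677 over all genes and 0.634 over the union. An NRI as high as the real one came from 12 of the assignments over all genes (exact permutation test, one-sided, p = 0.0476) and from 16 over the union (p = 0.0635). The call over all genes was lost in 8 of 15 runs that left out 1 array, with permutation p up to 0.111 without XKA-H replicate 5, and with an RR above 0.2 as the mark of recovery (permutation p = 0.0556). The paper holds that a higher NRI represents a better efficacy, and reads its own NRI of 0.804 as a well-performed network rebalance effect of XKA.

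**Figure D2:**
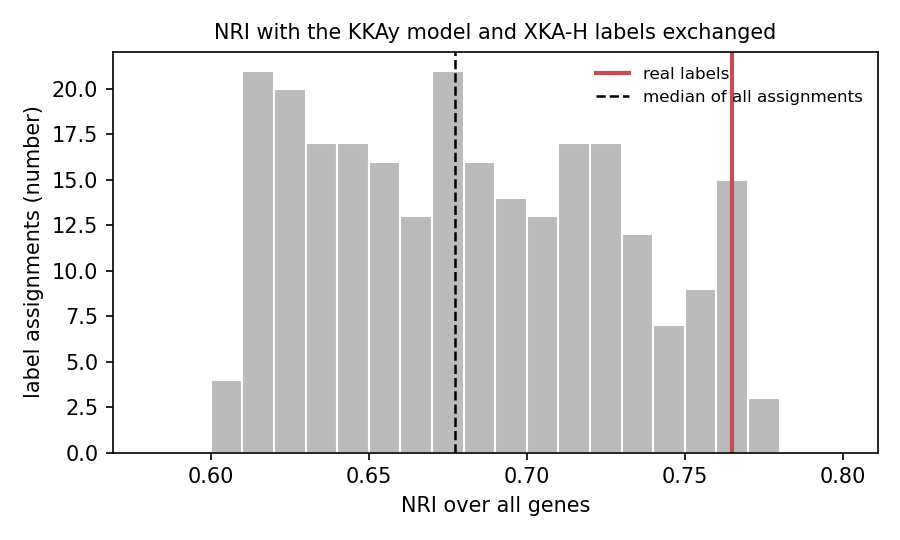
NRI over all genes for all assignments of the 10 KKAy arrays to the model and XKA-H groups, as the number of assignments per interval of NRI. The red line marks the real assignment at 0.765 and the dashed line the median of all assignments at 0.677.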

The NRIs of the T2D-related pathways summarized in T2D@ZJU (http://tcm.zju.edu.cn/t2d) were also calculated, which were presented in Additional file 2.

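Among 17 pathways, the incretin and cAMP signaling list, which holds Gnai1, had the highest NRI of 0.919, from 3 up- and 4 down-regulated nodes among 37 genes. The citrate cycle followed at 0.902, with 2 up- and 1 down-regulated nodes among 34 genes, and AMPK signaling at 0.889, with 4 and 3 among 36. Acacb, the mitochondrial acetyl-CoA carboxylase of the AMPK list, was lower in the KKAy model, where its mean lies below the array median (adjusted p = 4.53e-04 from limma), with KKAy model replicate 4 above the other arrays of its group. The mTOR list reached 0.882, the PPARG target list 0.860, from 14 up-regulated nodes among 22 genes, and Notch signaling 0.833, each the mean of 2 terms since these 3 lists have no down-regulated node. Wnt signaling had an NRI of 0.841, PPARA targets 0.812, p38 0.790, IGF-1 0.755, glycerolipid metabolism 0.688 and ERK 0.627. The unfolded protein response had 0.519, with 10 of 12 up-regulated nodes recovered and an Rr of 0 from its 1 down-regulated node, among 47 genes. Its member Asns rose by 2.05 on the log2 scale in the KKAy model (standard error 0.44, adjusted p = 0.00351 from limma). JNK signaling had the lowest NRI, 0.380, from 2 up-regulated nodes and 1 down-regulated node among 36 genes, of which 1 up-regulated node was recovered. Exact permutation of the KKAy labels (one-sided) gave p = 0.0476 for AMPK signaling, and the lowest adjusted p over the 17 pathways was 0.236. The order depended on the setting. Incretin signaling was first in 6 of 10 settings. The citrate cycle ranked from 2 to 17, the last at 0.561 with divided model arrays, and had its lowest NRI, 0.529, in the values as deposited. With an RR above 0.2 the NRI was 0.463 for AMPK signaling, 0.352 for p38 and 0.185 for JNK. JNK reached 0.639 with an RS above 1 or below -0.5 and 0.819 when nodes also had to pass the adjusted p. The unfolded protein response ran from 0.372 after quantile normalization to 0.862 with an RS above 1 or below -0.5.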

**Table 3:** The regulation of the T2D network by XKA

	Number of reversed nodes	Number of nodes	Rr
Nodes up-regulated	66	71	0.930
Nodes down-regulated	73	91	0.802
Total nodes	568	835	0.680

### Verification of microarray gene expression data by real-time quantitative RT-PCR

The expression levels of highly reversed transcripts were confirmed by real-time quantitative RT-PCR (Fig. 9). These genes include glycerol phosphate dehydrogenase 2, mitochondrial (Gpd2), fibroblast growth factor 1 (Fgf1) and guanine nucleotide binding protein (G protein), alpha inhibiting 1 (Gnai1). 

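Gpd2, the mitochondrial glycerol-3-phosphate dehydrogenase, was 2.25 ± 0.252 in the KKAy model group and 1.54 ± 0.220 in the XKA-H group relative to a C57BL/6J mean of 1 (mean ± SD, n = 5). Fgf1, a growth factor, was 0.833 ± 0.145 in the KKAy model and 1.30 ± 0.213 in the XKA-H group. Gnai1, an inhibitory G protein subunit, was 4.27 ± 1.04 in the KKAy model, with replicate 4 above the other arrays of its group, and 2.41 ± 0.863 in the XKA-H group. Between the KKAy model and C57BL/6J groups, the two-sided exact permutation p was 0.00794 for Gpd2 and for Gnai1, the smallest that 5 arrays against 5 allow, and 0.111 for Fgf1, whose C57BL/6J replicate 1 lay above the other normal arrays. Fgf1 did pass in the values as deposited, at 0.728 of the C57BL/6J mean (exact permutation p = 0.00794). Between the XKA-H and KKAy model groups, the exact permutation p was 0.00794 for Gpd2, 0.00794 for Fgf1 and 0.0238 for Gnai1. In the limma fit over all genes the log2 changes with XKA-H were -0.55 (standard error 0.12, adjusted p = 0.0641), 0.64 (standard error 0.14, adjusted p = 0.0706) and -0.87 (standard error 0.20, adjusted p = 0.109). RR was 0.570 for Gpd2 and 0.569 for Gnai1. For Fgf1 it was 2.79, but 1.61 in the values as deposited and 0.708 with the brighter of its 2 other probe sets, below a full return. Relative to Actb, the reference of the RT-PCR, the ratio of XKA-H to KKAy model became 0.824 for Gpd2 (exact permutation p = 0.103) and 0.678 for Gnai1 (exact permutation p = 0.0556), and with the mean of the Gpd2 probe sets, 1 of them below the array median, it was 0.728 (exact permutation p = 0.119). Actb itself was 1.18 ± 0.252 in the KKAy model and 0.969 ± 0.0901 in the XKA-H group, but 0.876 ± 0.144 and 0.687 ± 0.0562 with its other probe set, where XKA-H differed from the KKAy model (exact permutation p = 0.0317).

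**Figure D3:**
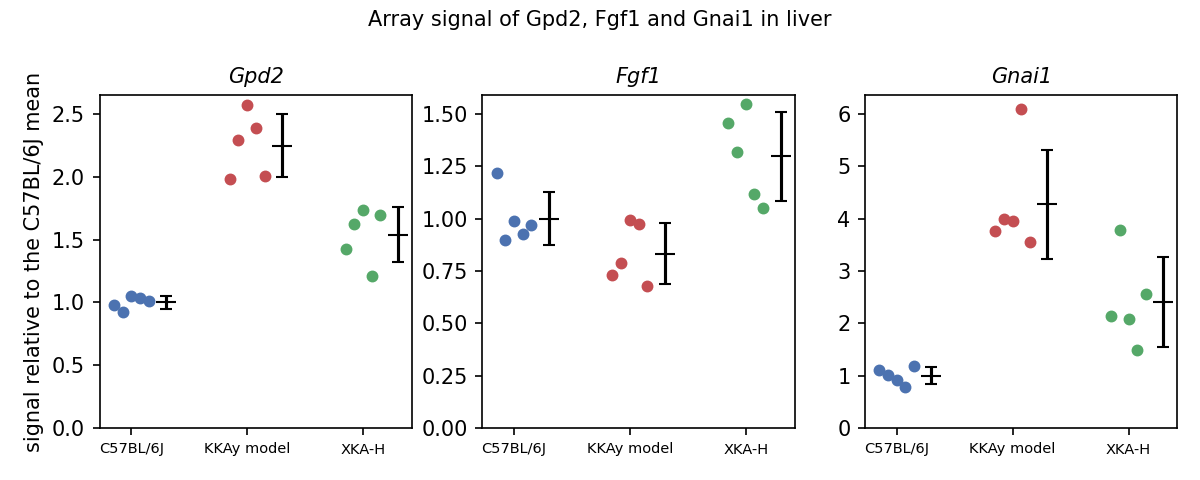
Scaled signal of Gpd2, Fgf1 and Gnai1 in each liver array relative to the C57BL/6J mean, by group, with points for the 5 arrays and bars for mean ± SD. Gpd2 and Gnai1 are higher in the KKAy model than in the XKA-H group and lowest in C57BL/6J, and Fgf1 is highest in the XKA-H group at a mean of 1.30.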

The real-time quantitative RT-PCR expression levels were found to be consistent among biological replicates and in similar patterns with the microarray data.

**Fig. 9:**
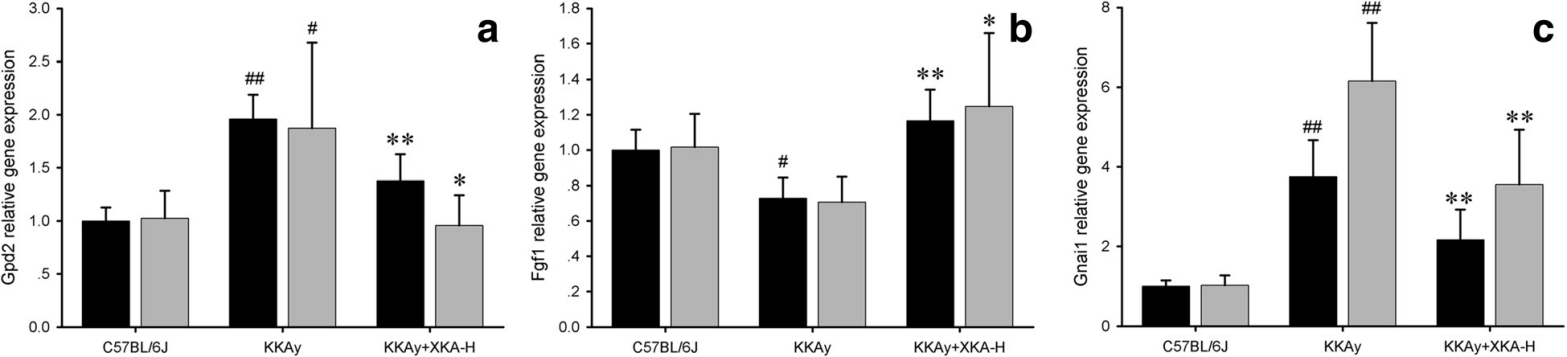
Validation of microarray gene expression data by real-time quantitative RT-PCR. Black bars indicate the relative gene expression from microarray data, while gray bars indicate that from real-time quantitative RT-PCR. (**a**) Gpd2, (**b**) Fgf1, (**c**) Gnai1. All values are means ± SD (*n* = 5). ^#^ *p* < 0.05 vs. C57BL/6J mice, ^##^ *p* < 0.01 vs. C57BL/6J mice, *p < 0.05 vs. KKAy mice, **p < 0.01 vs. KKAy mice

## Discussion

T2D is one of the most prevalent and serious metabolic diseases in the world characterized by disorders of glucose and lipid metabolism. TCM is receiving more attention all over the world for its outstanding efficacy as multi-target drugs with less frequent adverse effects. Unlike the common antidiabetic chemical drugs aimed at a specific single target, TCM attempted to restore the balance of a perturbed molecular disease network with integrated effects of multi-components upon multi-targets and multi-pathways. The evaluation of the antidiabetic chemical drugs is relatively simple, *e.g.* blood glucose levels should examined for anti-hyperglycemia drugs, while the blood triglyceride and total cholesterol levels should be examined to evaluate the efficacy of anti-hyperlipidemia ones. However, a single index or biomarker could barely reflect the holistic treatments and the integrated effects of TCM.

In this study, XKA was investigated for the therapeutic effects in 3T3-L1 cells and KKAy mice with both conventional methods and holistic ones. *In vitro*, XKA inhibited adipogenic differentiation, lowered the intracellular TC and TG contents in 3T3-L1 cells. In KKAy mice, XKA administration did not show any significant effect on body weight. After the treatment, average blood glucose levels of XKA treated groups were lower than vehicle control. The blood triglyceride levels of XKA treated groups were also lower than the vehicle control, while the HDL-c levels of XKA treated groups were higher. The TC-HDL-c ratio and the atherogenic index of XKA treated KKAy mice were both significantly improved. Therefore, XKA exhibited the effects of improvement in the disorders of glucose and lipid metabolism. In the OGTT, the KKAy mice given XKA (1.5 g/kg body weight) showed significant improvement in insulin sensitivity compared to vehicle control. This indicates that XKA could improve the insulin sensitivity in diabetic animal model. Taken together, treatment with XKA exhibited the effects in attenuating the disorders in glucose and lipid metabolism and alleviating the insulin resistance, both of which were important characteristics of T2D. Phenolic acids derived from *Salviae miltiorrhizae radix et rhizoma*, xanthones derived from *Anemarrhenae rhizoma*, iridoids derived from *Rehmanniae radix*, triterpenoid saponins from *Ginseng radix et rhizoma* and alkaloids from *Coptidis rhizoma* might be the principal anti-diabetic components in XKA based upon network analysis [16].

TCMs, like many other herbal medicines, exert integrated effects through multi-components. A few holistic and integrated approaches have been developed to discover the effective substances, as well as the efficacy and safety of TCMs [24, 25]. In this study, a strategy integrating network pharmacology analysis technology and ‘omics’ data was adopted. As a key tissue to regulate the metabolism related pathways, livers of these mice were collected for further systems biology research. In our previous study, a T2D associated molecular network was constructed by organizing T2D-related pathways in several well-known pathway databases. RR was used to evaluate the effects of XKA in reversing the changes of gene expression in diabetic models. The RR values were mapped to the nodes in the T2D network, as shown in Fig. 8. This result implied that XKA has a reverse effect on T2D, indicating treatment efficacy of XKA from a network perspective.

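As lists, cell cycle genes and PPARG target genes were higher in the KKAy model than in C57BL/6J liver and lower in XKA-H than in KKAy model liver by camera at the preset correlation, and all 4 calls were lost with an estimated correlation. Macrophage markers and stellate cell and collagen genes were also lower with XKA-H by the same test and lost their calls in the same way, so a change in cell composition was not separated from a change within cells. Of 36 cell cycle genes, 8 rose in the KKAy model (10 adjusted over the list alone), with a median log2 change of 0.68. With XKA-H their median change was -0.65, and none passed over all genes while 7 fell when adjusted over the list alone. Camera gave an adjusted p of 0.0267 and 2.81e-06 for the 2 comparisons, and the adjusted p = 0.928 and 0.195 with an estimated correlation. By fry, 1 of the 46 lists tested passed between the XKA-H and KKAy model groups (adjusted p = 0.0301). In PPARG target and lipid droplet genes the median change with XKA-H was -0.44, with 3 genes lower (6 adjusted over the list alone; camera adjusted p = 2.96e-05, adjusted p = 0.399 with an estimated correlation). The interferon response list had 6 of 28 genes higher in the KKAy model (7 adjusted over the list alone; camera adjusted p = 0.0183, adjusted p = 0.928 with an estimated correlation) and a median change of -0.46 with XKA-H (camera adjusted p = 0.00430, adjusted p = 0.989 with an estimated correlation). Both of its camera calls ended without KKAy model replicate 3 or 4, and the second also without XKA-H replicate 4. The cell cycle call in the KKAy model ended without KKAy model replicate 3 or C57BL/6J replicate 1. Of 27 NRF2 target genes, 9 rose in the KKAy model (11 adjusted over the list alone; camera adjusted p = 0.00337, adjusted p = 0.928 with an estimated correlation), and the median change with XKA-H was -0.26 (camera adjusted p = 0.00232, adjusted p = 0.989 with an estimated correlation), a call that ended without XKA-H replicate 1. Rab5c, a GTPase of early endosomes, changed by -0.58 (standard error 0.15) in the KKAy model and by 0.97 (standard error 0.15, adjusted p = 0.00657) with XKA-H. Gkn1, gastrokine 1, whose KKAy model signal lies below the array median, was lower in the KKAy model and higher with XKA-H (adjusted p = 0.0298), with no size given. In all, 18 genes passed in both limma comparisons, all with opposite sign, of which 13 were higher and 5 lower in the KKAy model. In the values as deposited 33 of 36 such genes had opposite sign, after quantile normalization 62 of 67 and with the mean of each gene's probe sets 4 of 4. Leaving out 1 array gave 7 to 42 genes, at most 2 of them with the same sign. If the 2 sets of calls were unrelated and shared no arrays, 2.10 and 0.284 genes would be expected. Across genes, which are not independent replicates, the 2 changes had a Pearson correlation of -0.48. Both comparisons share the KKAy model arrays. Simulated arrays gave a mean correlation of -0.50 and 0 genes of opposite sign with no change in any group. Where the difference between KKAy and C57BL/6J was kept and XKA-H changed no gene, they gave -0.28 (-0.30 to -0.25) and a mean of 0.04 such genes (at most 1). The log2 changes between KKAy and C57BL/6J spread more widely there (SD 0.83) than in the data (0.69), which draws that correlation toward 0. The covariance was -0.173, against -0.104 and -0.105 in the means of the 2 simulations. The simulations were not shown to keep the way genes vary together in the livers. The interferon list, for example, lay from -1.42 to 1.30 on the log2 scale among KKAy model arrays. The simulated ranges and gene counts may thus be too narrow to judge the observed values by. With the 5 model arrays divided between the comparisons, the correlation was -0.11 and a mean of 3.55 genes (0 to 31) passed in both with opposite sign, where 0.495 and 0.0860 would be expected for genes higher and lower in the KKAy model.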

In order to quantitatively evaluate the efficacy of XKA, several index associated with network recovery were calculated. Rr_up_, Rr_down_ and Rr_total_ were 0.930, 0.802 and 0.680, respectively. The values of Rr_up_ and Rr_down_ were both higher than that of Rr_total_, which implicated that XKA exhibited greater reverse effects in the seriously deviated nodes in disease state. 

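Irs2, an insulin receptor substrate that was lower in the KKAy model, had an RR of 0.427. Decr2, a peroxisomal reductase of fatty acid oxidation, had an RR of 0.124, and of 0.0269 without KKAy model replicate 3 and 0.258 without XKA-H replicate 1. Pfkp, the platelet form of phosphofructokinase, had an RR of 1.09. In simulated arrays in which only the difference between the KKAy and C57BL/6J groups was kept and XKA-H changed no gene, the mean Rr was 0.635 for up-regulated nodes, 0.656 for down-regulated nodes and 0.583 for all genes. Where no group differed in any gene, these values were 0.789, 0.781 and 0.666. Rr of up- and down-regulated nodes thus exceeded that of all genes in the mean of both simulations. In the simulation that kept the difference, log2 changes between KKAy and C57BL/6J spread more widely (SD 0.83) than in the data (0.69). Its Rr may thus be too low as a level without treatment. The medians over exchanged labels were higher, at 0.673, 0.754 and 0.608. For comparison, the Rr of up-regulated nodes under the real labels lay above its 95th percentile over exchanged labels, 0.818, while that of down-regulated nodes did not reach its own, 0.799.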

In this study, NRI was used to quantitatively evaluate the network rebalance effect of drug treatment in the unbalanced molecular network of T2D. The NRI was a value between 0 and 1, and a higher NRI represented a better treatment efficacy of drug in treating T2D. 

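In XKA-H-treated mice the scaled signal of Pfkp was 1207 ± 274, against 2424 ± 516 in the KKAy model and 1311 ± 199 in C57BL/6J mice (mean ± SD, n = 5). Raly, of the yellow deletion, had 1984 ± 363 in the KKAy model and 3252 ± 556 with XKA-H, an RR of 0.485. The agouti signal was 13385 ± 3092 in the KKAy model and 14206 ± 1699 with XKA-H. None of these 3 genes passed the limma test between the XKA-H and KKAy model groups (adjusted p = 0.128, 0.204 and 0.903). When nodes were called with 2 or 3 of the model arrays and recovery was measured with the others, the NRI over all genes was 0.724 (exact permutation test, one-sided, p = 0.0476) and that over the union of the pathway lists was 0.708 (p = 0.0476). When recovery was measured relative to the change in the arrays that called the node, a definition chosen after those values were seen, the NRI over all genes was 0.579 (exact permutation test, one-sided, p = 0.0556) and that over the union was 0.619 (p = 0.0476).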

The NRI of XKA was calculated to be 0.804, which indicated a well-performed network rebalance effect of XKA. The NRIs of the T2D-related pathways were useful index suggesting the XKA’s probable mechanisms of action. The top 2 NRIs of these pathways derived from “Glycolysis and Gluconeogenesis” pathway and “Fatty acid biosynthesis and metabolism” pathway, with NRIs of 0.947 and 0.938, respectively. It indicated that attenuating the disorders in glucose and lipid metabolism might be XKA’s major antidiabetic mechanisms. 

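Elovl3 was the gene of fatty acid biosynthesis that fell with XKA-H among 33 measured (3 fell adjusted over the list alone), and none rose. In the KKAy model, 7 genes of this list rose and 5 fell (10 and 5 adjusted over the list alone), with no shift of the list as a whole by camera (adjusted p = 0.842). Thrsp rose by 1.93 on the log2 scale (standard error 0.32), Me1 by 1.31 (standard error 0.21) and Elovl3 by 0.76 (standard error 0.19), the last no longer past the test in the values as deposited or after quantile normalization. Of 35 genes of fatty acid oxidation, 11 rose and 1 fell in the KKAy model (12 and 1 adjusted over the list alone; camera adjusted p = 0.0139, adjusted p = 0.928 with an estimated correlation). Acox2 rose by 1.11 (standard error 0.13) and Acad10, an acyl-CoA dehydrogenase, by 1.22 (standard error 0.18), while Decr2 changed by -0.83 (standard error 0.18). None of the list passed between the XKA-H and KKAy model groups, where its median log2 change was -0.12 (camera adjusted p = 0.0429, adjusted p = 0.989 with an estimated correlation). Of 37 genes of glycolysis and gluconeogenesis, 6 rose and 1 fell in the KKAy model (7 and 2 adjusted over the list alone; camera adjusted p = 0.732). Pklr, the liver pyruvate kinase, rose by 0.95 (standard error 0.24), Ldha by 0.70 (standard error 0.21) and Pfkp by 0.87 (standard error 0.25), and Aldoc changed by -1.65 (standard error 0.22). Ldha and Pfkp did not pass in the values as deposited. No glycolytic gene passed with XKA-H over all genes, and 1 fell when adjusted over the list alone (camera adjusted p = 0.832). The NRI of the glycolysis list was 0.733 (exact permutation p = 0.337, one-sided), rank 12 of 17 pathways. Fatty acid biosynthesis and oxidation pooled had an NRI of 0.780 (exact permutation p = 0.0516, one-sided), rank 10, from 11 up- and 5 down-regulated nodes among 68 genes. Over 10 settings the rank ran from 6 to 16 for glycolysis and from 1 to 12 for the pooled fatty acid list. Neither list is the gene set of the paper's network.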

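Irs2 was 2874 ± 393 in C57BL/6J mice, 1261 ± 523 in the KKAy model and 1949 ± 527 in XKA-H-treated mice (scaled signal, mean ± SD, n = 5). Its log2 change was -1.28 in the KKAy model (standard error 0.29, adjusted p = 0.00507 from limma) and 0.68 with XKA-H (standard error 0.29, adjusted p = 0.494). Pik3r3, a regulatory subunit of PI 3-kinase, rose by 1.05 in the KKAy model (standard error 0.26) and had a change of -0.62 with XKA-H (standard error 0.26, adjusted p = 0.502), an RR of 0.681. Shc1, an adaptor of the insulin receptor, rose by 1.22 (standard error 0.25), and its RR was 0.291, with 0.138 without XKA-H replicate 5. Of 54 genes of insulin signaling, 9 rose and 1 fell in the KKAy model (11 and 1 adjusted over the list alone; camera adjusted p = 0.231). Between the XKA-H and KKAy model groups none passed, over all genes or adjusted over the list alone, and the median log2 change was -0.06 (camera adjusted p = 0.983). The NRI of the list was 0.679 from 9 up- and 3 down-regulated nodes (exact permutation p = 0.306, one-sided), rank 14 of 17 pathways. Over 10 settings the rank ran from 2 to 14 and the NRI from 0.593 to 0.901. The list is not the gene set of the paper's network. The 17 pathways include the PPARA and PPARG target lists, which the paper does not rank. Shc1 did not pass in the KKAy model with the mean of its probe sets.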

The NRI of “Insulin Signaling” pathway was 0.897, which meant that XKA might also alleviate insulin resistance. These results were consistent with the phenotype indexes in cell and animal as mentioned above.

## Conclusion

In conclusion, XKA, as an example of TCM in treating T2D, was investigated for its therapeutic effects in 3T3-L1 cells and KKAy mice with both conventional and holistic omics methods. In 3T3-L1 cells, XKA inhibited adipogenic differentiation, lowered the intracellular TC and TG contents. In KKAy mice, XKA reduced blood glucose, serum triglyceride, increased serum HDL-c, lowered the atherogenic index and improved insulin resistance. Furthermore, the microarray data of liver was integrated with the molecular T2D network to evaluate the efficacy of XKA at a systems level. The results indicated an effective therapy of XKA by reversing the molecular T2D disease network from a perturbed state. Integrating the conventional and the holistic omics approach, the antidiabetic effect of XKA was evaluated more comprehensively to provide both phenotypic evidence and underlying action mechanisms for the clinical use of XKA treating T2D.

## Additional files

Additional file 1: Table S1. List of primers used in real-time quantitative RT-PCR analysis. (DOCX 13 kb) Additional file 2:
**The regulation of the T2D-related pathways by XKA.**

## Abbreviations

XKA: Xiao-Ke-An
T2D: Type 2 diabetes mellitus
TC: Total cholesterol
TG: Triglyceride
HDL-c: High-density lipoprotein cholesterol
LDL-c: Low-density lipoprotein cholesterol
TCM: Traditional Chinese medicines
BMI: Body mass index
HbA1c: Glycated haemoglobin
DMSO: Dimethyl sulfoxide
MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
DMEM: Dulbecco's Modified Eagle Medium
FBS: Fetal bovine serum
PFA: Paraformaldehyde
NRI: Network recovery index
RS: Regulating score
ANOVA: Analysis of variance
RR: Reverse rate
ASNS: Asparagine synthetase

# Supplementary material for: Evaluating the antidiabetic effects of Chinese herbal medicine: Xiao-Ke-An in 3T3-L1 cells and KKAy mice using both conventional and holistic omics approaches
**Source:** BMC Complement Altern Med. 2015 Aug 13;15:272. doi: 10.1186/s12906-015-0785-2
**Supplement:** Additional file 1: Table S1. — List of primers used in real-time quantitative RT-PCR analysis.

| Table S1. List of primers used in real-time quantitative RT-PCR analysis | | |
| --- | --- | --- |
| Gene | Forward Primer | Reverse Primer |
| Gpd2 | GAAGGGGACTATTCTTGTGGGT | GGATGTCAAATTCGGGTGTGT |
| Fgf1 | CCCTGACCGAGAGGTTCAAC | GTCCCTTGTCCCATCCACG |
| Gnai1 | GGTTTACAGACACGTCCATCAT | GCCTGCATATTCTGGGTAGCAT |

# Supplementary material for: Evaluating the antidiabetic effects of Chinese herbal medicine: Xiao-Ke-An in 3T3-L1 cells and KKAy mice using both conventional and holistic omics approaches
**Source:** BMC Complement Altern Med. 2015 Aug 13;15:272. doi: 10.1186/s12906-015-0785-2
**Supplement:** Additional file 2: — The regulation of the T2D-related pathways by XKA.

**Additional file 1. The regulation of the T2D-related pathways by XKA.**

| Pathway | NRI |
| --- | --- |
| AMPK Signaling | 0.794 |
| ERK Signaling | 0.811 |
| IGF-1 Signaling | 0.909 |
| Incretin Signaling | 0.879 |
| Insulin Signaling | 0.897 |
| JNK Signaling | 0.794 |
| mTOR Signaling | 0.774 |
| p38 Signaling | 0.833 |
| Unfolded Protein Response | 0.596 |
| WNT Signaling | 0.781 |
| Citrate cycle | 0.813 |
| Fatty acid biosynthesis and metabolism | 0.938 |
| Glycerolipid metabolism | 0.760 |
| Glycolysis and Gluconeogenesis | 0.947 |
| Notch signaling | 0.928 |

How the deposited data were processed for this re-analysis (not part of the article)

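Liver gene expression was measured on Affymetrix mouse whole genome arrays in 15 mice, with 5 C57BL/6J normal mice, 5 KKAy model mice and 5 KKAy mice given XKA at 1.5 g/kg for 32 days (XKA-H). The cell experiments, serum measurements and lower doses were not analysed here. Each array is 1 mouse. KKAy and C57BL/6J mice differ in strain, diet and supplier together, so a difference between them cannot be assigned to any of these. The authors deposited probe-set intensity values on a linear scale. The methods name a scaling of each array to a median of 1000 in ArrayTrack, and the deposited intensity values have other medians, so they were scaled to that median here before any comparison. How the authors summarised probes and subtracted background is not given in the sources used here.

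Of 45101 probe sets, 34958 carried 1 gene symbol, 932 carried several and 9211 none, and 13 control probe sets were left out after a first look at the calls, which changed their number between the KKAy model and C57BL/6J groups by 1. Genes were matched through Entrez identifiers for 34741 probe sets. Each of 18193 genes was represented by the probe set with the highest mean over the 15 arrays. The scaled signals were taken to log2 and compared in R 4.3.3 with limma 3.58.1, with an intensity trend in the prior variance, all 15 arrays in 1 fit, two-sided tests and Benjamini-Hochberg adjusted p under 0.05. The median standard error of a log2 change was 0.28. When tested on simulated data of 18193 genes, of which 200 were changed by a known size, a log2 change of 1 was called in 46% of the changed genes between the KKAy model and C57BL/6J groups and in 38% between the XKA-H and KKAy model groups. A log2 change of 2 was called in 67% and 66%. In the real comparison of the KKAy model and C57BL/6J groups 2336 genes passed. The adjusted p is less strict there than with 200 changed genes, so the simulated percentages are not its detection rates. Of the simulated calls, 5.83% and 2.80% were genes that had not been changed.

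Gene lists were written from general knowledge of pathways, regulators and cell types, with 1456 entries of which 1319 were measured, and 46 lists with at least 4 measured genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The T2D network of the paper was not used here. In its place stood all genes, and the union of 18 lists for the pathways that the paper names and for the target genes of PPARA and PPARG, which it does not name. RS, RR, Rr and NRI followed the paper's equations on group means of the scaled signal, except that the NRI is the mean of the other 2 terms where a list has no down-regulated node, with nodes at an RS above 0.5 or below -0.33 and recovery at an RR above 0. Their level under exchanged labels came from all assignments of the 10 KKAy arrays to the 2 KKAy groups, one-sided. Single genes were tested with the exact two-sided permutation test, whose smallest p with 5 arrays against 5 is 0.00794. Dunnett comparisons, as in the methods, used mvtnorm 1.3.3. Tables were read with data.table 1.17.8, and figures were drawn in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

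The groups, comparisons, tests, gene lists, the rule for the genes named in the text and all alternatives not described as added later were set before the data were examined. By that rule the text may name the 10 genes with the largest change in each direction of each comparison, among those with an adjusted p under 0.05, groups that do not overlap and a mean above the array median. It may also name up to 4 genes per list past the adjusted p with the largest change, the genes that the paper names, and genes that mark the strains, 175 genes in all. Per1, Per2, Per3, Clock, Arntl, C1qa and Cdc20 fall outside the rule and were chosen after their values were seen. A second form of the index with divided model arrays, the RR of single genes with each array left out in turn, the ratio to the other probe set of Actb, and the removal of KKAy model replicate 3 together with XKA-H replicate 1, were added after the values were seen. Alternatives covered the scaling, the probe sets of a gene, dim genes, the test, the thresholds of RS and RR, array weights, the replicate number as a block, the reference gene and the removal of each array in turn.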

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

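Single arrays lay far from the other 4 of their group by Dixon's test (critical value 0.71) in 12 of the 171 groups tested, nearly all of them groups of named genes. About 1 in 20, or 8.55, would be expected by chance for normally distributed values. The test was run on linear signals, which were not shown to be normal, so 8.55 is not a firm chance level. In the XKA-H group, the scaled signal of Cyp4a14 was 76859 in replicate 3 against 1685 to 23069 in the others, that of Itih1 was 37353 in replicate 5 against 1457 to 2337, and that of Decr2 was 15237 in replicate 1 against 24744 to 27819. In the KKAy model group, Acacb had 2227 in replicate 4 against 159 to 238, Gnai1 27571 in replicate 4 against 16059 to 18058, Cyp51 1595 in replicate 2 against 2753 to 2854, and Per3 5186 in replicate 1 against 1979 to 2876. Replicate 3 of the same group had 738729 for Apcs against 238782 to 371712 and 733309 for Lcn2 against 30399 to 209409. In the C57BL/6J group, replicate 1 had 63844 for Idi1 against 25447 to 36338, 31498 for Lpin1 against 14632 to 18420 and 27359 for Fgf1 against 20216 to 22193.

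The paper does not describe several gene lists that shifted by camera at the preset correlation. Between the KKAy model and C57BL/6J groups the median log2 change was -0.998 for cholesterol synthesis, 0.37 for lipoproteins and cholesterol efflux, 0.63 for the acute phase response and 0.68 for the cell cycle. Between the XKA-H and KKAy model groups it was -0.65 for the cell cycle. With an estimated correlation the call held for cholesterol synthesis (adjusted p = 0.0187) and was lost for the others (adjusted p = 0.928 for each of the 3 in the KKAy model and 0.195 for the cell cycle with XKA-H). By fry, 8 of all 46 lists passed between the KKAy model and C57BL/6J groups. Between the XKA-H and KKAy model groups 1 list passed by fry (adjusted p = 0.0301).

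The exchange of labels was set before the data were examined, and its use as a test of the 2 explanations below was chosen after the NRI had been computed. The NRI of 0.765 over all genes stayed at a median of 0.677 when the KKAy labels were exchanged, which is 67.0% of its excess over 0.5. The same model arrays stand in the divisor and in the difference of RR, so this shared part may account for some of the excess. Over the union of the pathway lists the share kept was 51.6%. In simulated arrays in which no group differed in any gene, the mean NRI over all genes was 0.746 (0.735 to 0.763). Where the difference between the KKAy and C57BL/6J groups was kept and XKA-H changed no gene, it was 0.625, with a mean of 3753 genes called for that difference against 2336 in the data. The simulations were not shown to keep the way genes vary together in the livers, so the simulated range may be too narrow. An NRI as high as the real one came from 12 of the assignments (one-sided exact permutation p = 0.0476), so an effect of XKA-H on the index may add to it, but that call was lost in 8 of 15 runs that left out 1 array (permutation p up to 0.111) and with an RR above 0.2 (permutation p = 0.0556). How the index behaves over the network of the paper stays open, since that network was not used here.

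For KKAy model replicate 3 and XKA-H replicate 1, the tests of other cell types, of degraded RNA over both control genes and of exchanged labels were set before their results were seen, and those of Actb alone and of the acute phase list were chosen after. The deviations of these 2 arrays from their groups correlated at 0.127, against at most 0.0948 in any other pair of arrays from different groups. The acute phase list lay a mean of 1.11 on the log2 scale above the other arrays of their groups, so an acute phase response in these 2 mice is a candidate explanation, while of 10 marker lists of other cell types 1 was higher in both arrays than in each of the other 8, that of neutrophils, by a mean of 0.639. The 2 arrays also lay below each of the other 8 in CAR and PXR target genes (mean -0.84), female-biased liver genes (-0.70) and NRF2 target genes (-0.62) and above them in the unfolded protein response (0.55), so the acute phase list is not the only one that sets them apart. Degraded RNA was neither shown nor excluded, since 1 of 8 other KKAy arrays had a mean 3' to 5' ratio above the lower of the 2, and 6 of 8 had a higher ratio for Actb alone and 0 of 8 for Gapdh alone. An exchange of the 2 labels is unlikely, since 1 of the 2 arrays, KKAy model replicate 3 with a score of -0.75, lay on the side of its own label, while XKA-H replicate 1 at -0.05 lay between the groups; the reading that an exchange needs both arrays on the other side was settled after this result.

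The test of the balance of calls was chosen after the balance was seen. Of the genes called between the KKAy model and C57BL/6J groups, 81.6% were higher in the KKAy model. In the values as deposited this share was 52.4%, so the scaling of each array to 1 median may account for the imbalance. Which of the scalings is nearer to the RNA content of the livers stays open, and 1541 of the calls were shared by all 3 scalings.

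The numbers of called genes were set against 100 of the 126 ways to split each 10 arrays into 2 groups of 5, a test set before the results were seen. The real groups gave 2336 genes between the KKAy model and C57BL/6J, against at most 1455 in any other drawn split. They gave 32 between XKA-H and the KKAy model against at most 12, and 1341 between XKA-H and C57BL/6J against at most 1. In each comparison 1 of the 100 splits, the real one, reached its own number.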

How the results depend on the processing

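Between the KKAy model and C57BL/6J groups, 2336 genes were called, and Dunnett comparisons gave 3547 unadjusted and 1359 adjusted, an adjusted p under 0.01 gave 1158, and leaving out 1 array gave 1648 to 2773. Between the XKA-H and KKAy model groups, in place of 32 genes, the values as deposited gave 63, quantile normalization 113, the mean of all probe sets 6, a fit of the 2 groups alone 19, array weights 57 and an adjusted p under 0.01 gave 8. Dunnett comparisons gave 944 genes unadjusted and 0 adjusted, where limma had 1561 genes at an unadjusted p under 0.05, and leaving out 1 array gave 11 (without XKA-H replicate 3) to 61 (without XKA-H replicate 1), with 14, 16 and 12 without KKAy model replicate 2, 3 and 4 and 17 without XKA-H replicate 4 or 5. Between XKA-H and C57BL/6J, the mean of all probe sets gave 828 genes, an adjusted p under 0.01 gave 663 and leaving out 1 array 931 to 1429, in place of 1341.

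Over all genes, Rr of up-regulated nodes was 0.802 as deposited, 0.857 without dim genes, 0.875 with nodes also past the adjusted p, and 0.793 to 0.851 leaving out 1 array, and the first 3 no longer passed the permutation of labels. Rr of down-regulated nodes was 0.752 to 0.820 leaving out 1 array. Rr of all genes passed at 0.674 as deposited, 0.679 after quantile normalization and 0.691 with the mean of all probe sets, and was 0.658 to 0.725 leaving out 1 array. The NRI was 0.634 with an RR above 0.2 and 0.740 to 0.796 leaving out 1 array, with one-sided permutation p from 0.00794 to 0.111. It no longer passed without KKAy model replicate 1, 2, 3 or 4, XKA-H replicate 1, 4 or 5 or C57BL/6J replicate 1. Over the union of the pathway lists, Rr of up-regulated nodes passed at 0.864 with means of log2 values, 0.845 as deposited, 0.806 after quantile normalization, 0.897 with an RS above 1 or below -0.5, 0.751 with divided model arrays and 0.918 with nodes also past the adjusted p. Leaving out 1 array gave 0.777 to 0.864 for up-regulated nodes, 0.686 to 0.800 for down-regulated nodes and 0.653 to 0.734 for all genes of the union. The NRI of the union passed at 0.780 with means of log2 values, 0.614 with an RR above 0.2 and 0.708 with divided model arrays. It was 0.715 to 0.788 leaving out 1 array, with one-sided permutation p from 0.0159 to 0.175, and 3 of these 15 runs changed the call. With divided model arrays and the direction from the arrays that called the node, a setting chosen after seeing the data, the NRI was 0.579 over all genes and 0.619 over the union, and Rr of up-regulated nodes in the union was 0.700.

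For Gpd2, 1 of the 3 other probe sets has all group means below the array median and was not tested against background. It gave 2.53 for the KKAy model relative to C57BL/6J and 0.689 for XKA-H relative to the KKAy model, and that neither passed says nothing about the gene. The ratio of XKA-H to KKAy model for Gpd2 no longer passed at 0.829 with 1 of the 2 brighter ones, 0.728 with the mean of all probe sets, the dim one included, 0.824 relative to Actb and 0.871 relative to the other probe set of Actb, a reference chosen after seeing the data. Fgf1 in the KKAy model relative to C57BL/6J passed at 0.728 as deposited, 0.719 after quantile normalization, 0.507 with the brighter of its 2 other probe sets, 0.508 with the mean of all probe sets and 0.704 relative to Actb, and was 0.792 to 0.881 leaving out 1 array, passing without KKAy model replicate 3. The other probe set of Fgf1 has a KKAy model mean below the array median, so its 0.382 in the KKAy model, which passed, and its 1.87 with XKA-H, which did not, are no measure of size. Relative to the other probe set of Actb, Fgf1 in the KKAy model was 0.926 and did not pass. With XKA-H, Gnai1 did not pass at 0.678 relative to Actb or 0.712 relative to its other probe set. Gnai1 was 0.483 to 0.632 of the KKAy model leaving out 1 array.

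The 18 genes that passed in both comparisons with opposite sign became 33 as deposited, 62 after quantile normalization, 4 with the mean of all probe sets, 3.55 with divided model arrays and 7 to 40 leaving out 1 array. The correlation of the 2 changes became -0.11 with divided model arrays and -0.54 to -0.45 leaving out 1 array. The direction turned with the mean of all probe sets in Anxa2 with XKA-H (0.040 on the log2 scale). It also turned in the KKAy model in Chic1 (-0.19), Elk1 (-0.012), Fabp4 (-0.23), Nr1d2 (-0.10), Pdxdc1 (-0.34), Prkaa2 (-1.30), Retreg3 (0.41) and Sdha (-0.32). Of the 22 named genes called with XKA-H, 18 no longer passed with the mean of all probe sets, Anxa2 among them. Without KKAy model replicate 3 and XKA-H replicate 1, 9 of the 22 lost their call, and with the replicate number as a block 6 did. All 22 kept it in the values as deposited and after quantile normalization. The 14 lists called with XKA-H all lost their call with an estimated correlation, and 13 did with fry, while of the 12 lists called in the KKAy model 11 and 7 did.

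Without KKAy model replicate 3 and XKA-H replicate 1, a setting chosen after seeing the data, 1911, 25 and 1283 genes were called in the 3 comparisons. Over all genes Rr was 0.816 for up-regulated and 0.801 for down-regulated nodes and the NRI was 0.765, and over the union the NRI was 0.772. Fgf1 was 0.792 in the KKAy model relative to C57BL/6J and Gnai1 0.569 with XKA-H relative to the KKAy model. Replicate numbers are taken as labels only, since no pairing of mice is described; with the number as a block, 2082, 22 and 1170 genes were called and 12 passed in both comparisons with opposite sign. For 2 of the 15 arrays the best match in another group had the same number. Apart from settings that use fewer arrays or a stricter threshold, the cause was not tested.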

Differences from the paper's values

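The paper's NRI of the JNK pathway was 0.794, against 0.380 here. Of the alternatives set before the data were examined, the values as deposited, the mean of all probe sets and divided model arrays (0.565 each), an RS above 1 or below -0.5 (0.639) and nodes also past the adjusted p (0.819) fell within the range of the paper's value. Means of log2 values (0.472), quantile normalization (0.306), the removal of dim genes (0.396) and an RR above 0.2 (0.185) did not. The JNK list here holds 2 up- and 1 down-regulated nodes, and its genes are not those of the network of the paper. Of 25 values of the paper compared, the other 24 lay within 1.5 times or the spread in the main setting, a wide range for an index that ends at 1. Some of them left that range in some alternatives. Examples are the citrate cycle as deposited (0.529 against 0.813 in the paper) and p38 with the mean of all probe sets (0.394 against 0.833). AMPK, ERK, p38, insulin, fatty acid and glycerolipid lists did so with an RR above 0.2. Glycolysis left it with an RS above 1 or below -0.5 and with nodes also past the adjusted p (0.559 each, against 0.947). ERK also left it with nodes past the adjusted p (0.500 against 0.811). IGF-1 left it with the mean of all probe sets (0.569 against 0.909), and the unfolded protein response after quantile normalization (0.372 against 0.596). Incretin, mTOR, Wnt and Notch signaling stayed within it in all alternatives, as did the union. The paper counts more down- than up-regulated nodes in its network, while the union here had 103 up- and 35 down-regulated nodes. The genes of the union are not those of the network, and the balance of its nodes may depend on the scaling.

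The paper places glycolysis and gluconeogenesis first and fatty acid biosynthesis and metabolism second among its pathways. Here they ranked 12 and 10 of 17, and incretin signaling ranked 1. The 17 include the PPARG and PPARA target lists, which the paper does not rank and which stood above both, at ranks 5 and 8. Over this setting and the 9 alternatives set before the data were examined, glycolysis ranked from 6, at 0.854 as deposited, to 16. Fatty acid metabolism ranked from 1, at 0.931 with the mean of all probe sets, to 12, and incretin signaling from 1 to 9, with the first rank in 6 of the 10. Insulin signaling, to which the paper gives 0.897, had 0.679 here and ranked 14. It ranked 2 at 0.901 with an RS above 1 or below -0.5 and had 0.835 with nodes also past the adjusted p and 0.747 as deposited. The paper's Fig. 9 shows Fgf1 lower in the KKAy model than in C57BL/6J mice. Here it was 0.833 of the C57BL/6J mean with a two-sided exact permutation p of 0.111, and the values as deposited, quantile normalization, the brighter of its other probe sets, the mean of all probe sets and the ratio to Actb passed, while the ratio to the other probe set of Actb did not (0.926, exact permutation p = 0.635, chosen after seeing the values). The run without KKAy model replicate 3 passed, as did, at 0.792, the run without that array and XKA-H replicate 1, which was chosen after seeing the values. In the values as deposited the levels were 1.96 and 1.38 for Gpd2, 0.728 and 1.17 for Fgf1 and 3.75 and 2.17 for Gnai1 in the KKAy model and XKA-H groups, against about 2.0 and 1.4, about 0.73 and 1.2, and about 3.8 and 2.2 in the paper's Fig. 9, read by eye.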

Other observations

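The circadian clock list was shifted between XKA-H and KKAy model liver by camera at the preset correlation, a call that was lost with an estimated correlation. Per2, a repressor of the circadian clock, had a scaled signal of 4374 ± 1311 in the KKAy model group and 8269 ± 977 in the XKA-H group (mean ± SD, n = 5), a log2 change of 0.96 (standard error 0.22, adjusted p = 0.0868 from limma). Per1 changed by 0.97 (standard error 0.39, adjusted p = 0.479) and Per3 by 0.95 (standard error 0.28, adjusted p = 0.223), the latter with KKAy model replicate 1 above the other arrays of its group. Of 22 circadian clock genes, none passed over all genes by limma, and 5 rose and 2, Clock and Arntl, fell when adjusted over the list alone, with a median log2 change of 0.40 (camera adjusted p = 2.81e-06, adjusted p = 0.195 with an estimated correlation). The time of day at which the mice were sacrificed is not given in the sources used here. The genes named here were chosen after their values were seen.

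Macrophage and collagen genes were lower in XKA-H than in KKAy model liver as lists by camera at the preset correlation, and both calls were lost with an estimated correlation. Of 28 macrophage markers, 7 fell when adjusted over the list alone, with a median log2 change of -0.46 (camera adjusted p = 3.71e-06, adjusted p = 0.831 with an estimated correlation). C1qa, a complement gene of macrophages that was chosen after its value was seen, changed by -0.74 (standard error 0.26, adjusted p = 0.362). Of 28 stellate cell and collagen genes, 3 fell when adjusted over the list alone, with a median of -0.33 (camera adjusted p = 0.00208, adjusted p = 0.831 with an estimated correlation), and Col3a1 changed by -0.95 (standard error 0.25, adjusted p = 0.148). Cdc20, a cell cycle gene chosen after its value was seen, changed by -1.52 (standard error 0.32, adjusted p = 0.0641).

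XKA-H liver still differed from C57BL/6J liver in 1341 genes, of which 999 were higher and 342 lower, against 697 and 768 in the values as deposited. Cholesterol synthesis had 12 of 20 genes lower in that comparison (16 adjusted over the list alone; camera adjusted p = 3.25e-29, adjusted p = 0.0127 with an estimated correlation). The log2 ratio of 3' to 5' control probe sets was 0.71 ± 0.19 in the C57BL/6J group, 0.58 ± 0.06 in the KKAy model and 0.61 ± 0.07 in the XKA-H group (mean ± SD, n = 5; two-sided exact permutation p = 0.175 between the KKAy model and C57BL/6J groups and 0.500 between the XKA-H and KKAy model groups).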
